# Image Tracing of Inflammatory Intestinal Organoids via Computational Clearing

**DOI:** 10.3390/nano16100629

**Published:** 2026-05-19

**Authors:** Dong-Gyu Jeon, Min-Young Han, Hana Lee, Hanguk Hwang, Ji-Min Lee, Eun Soo Kim, Gang Ho Lee, Yongmin Chang, Mi-Young Son, Mae-Ja Park, Sung-Wook Nam

**Keywords:** intestinal organoids, image tracing, dextran sulfate sodium, inflammation, computational clearing, image segmentation, image morphometrics

## Abstract

Computational clearing (CC) enhances widefield (WF) fluorescence microscopy by suppressing out-of-focus haze and autofluorescence, yielding semi-confocal quality images suitable for segmentation and image-based phenotyping. Here, we propose an “image tracing” workflow for inflammatory mouse intestinal organoids (mIOs) using paired CC and WF images to generate a differential signal (CC − WF). mIOs were derived from intestinal crypts of Lgr5-EGFP stem cell reporter mice and expanded under epidermal growth factor, Noggin, and R-spondin (ENR) conditions. Inflammation was induced by dextran sulfate sodium (DSS) treatment. CC processing enhanced phalloidin-stained apical F-actin and improved EGFP signals by reducing background noise, enabling robust segmentation and quantitative extraction of image morphometrics including area, circularity, and perimeter. CC-WF vectors derived from three-dimensional area–perimeter–circularity plots sensitively captured DSS-induced epithelial disruption analogous to a leaky-epithelium phenotype. Transcriptomic analysis by RNA-seq of DSS-treated mIOs revealed upregulation of inflammatory pathways including TNF-α signaling via NF-κB and IL-6/JAK/STAT3, aligning with microscopy findings. In a proof-of-concept demonstration using phalloidin-stained fluorescence images, ROC analysis of the CC-WF workflow achieved an AUC = 0.95 with 87.5% sensitivity and 92.9% specificity in distinguishing intact from injured mIOs.

## 1. Introduction

Imaging technologies have revolutionized biomedical research by enabling the visualization of gene and protein expression at the cellular level [1,2,3,4,5,6]. Recently, three-dimensional organoid structures have emerged as promising models due to their ability to mimic the physiology of various organs including the intestine, brain, lung, and kidney [7]. A wide range of imaging tools has been developed, including super-resolution microscopy [8], light-sheet microscopy [9], and microchip-assisted microscopy [10,11,12,13,14,15]. In parallel with advances in microscopy hardware, novel sample preparation methods enhance image quality, such as tissue clearing [16] and expansion microscopy [17].

Despite significant advances in imaging technology, fluorescence microscopy still faces limitations, particularly signal blurring due to sample thickness and strong background noise [18]. These artifacts can be corrected using image processing algorithms such as deconvolution microscopy that reduce background noise while enhancing the signal-to-noise ratio [19,20,21,22]. Although these processes substantially improve image quality, few approaches actively utilize this enhancement for practical diagnostic applications, as image blurring is typically regarded simply as a technical artifact to be removed.

We propose a method to leverage image processing effects for medical diagnostic applications. Computational clearing (CC) is a recently developed algorithm that performs image correction by removing background noise [23,24]. Notably, during this process, specific fluorescence signals regarded as true signals are further enhanced, while broad signals from non-specific antibody binding are minimized. Our hypothesis is that this CC method can enable discrimination between intact and injured states of organoids in fluorescence microscopy images, analogous to pathological scoring. To test this, we utilized the difference between CC and original widefield (WF) images, employing image segmentation to extract image morphometrics including object area, perimeter, and circularity. Like lineage tracing to track stem cell-induced differentiation [25,26,27,28], we termed this approach “image tracing” by tracking the image processing procedures to extract diagnostic meaning.

In this report, we introduce an inflammatory model of mouse intestinal organoids (mIOs) through the treatment of dextran sulfate sodium (DSS) to examine the image tracing workflow. DSS is a well-established agent for inducing intestinal inflammation models both in vivo and in vitro [29]. mIO cultures were established by isolating crypts from EGFP-tagged *Lgr5* reporter mice (*Lgr5-EGFP-IRES-creERT2*), in which *Lgr5* marks intestinal adult stem cells [30,31]. Long-term culturing of mIOs was established through more than 10 passages. The growth of mIOs was confirmed by the identification of Lgr5+ stem cells flanked by Paneth cells. The cultured mIOs were treated with DSS to induce an in vitro inflammation model. Through CC image processing, we obtained high-quality images and quantified the area, perimeter, and circularity of each organoid via image segmentation. The key step is to extract the difference between CC and WF images (CC − WF) to distinguish control and inflammatory organoids. This image tracing approach enabled us to achieve diagnostic performance with an AUC of approximately 0.95 for distinguishing between control and DSS-treated organoids.

## 2. Materials and Methods

### 2.1. Isolation of Crypts from Mouse Intestine

*Lgr5-EGFP-IRES-creERT2* mice (Jackson Laboratory, Bar Harbor, ME, USA) were sacrificed to isolate intestinal crypts. The jejunum was excised, rinsed with cold Dulbecco’s phosphate-buffered saline (DPBS), and placed in a 10 cm Petri dish. The intestinal wall was carefully opened longitudinally, and the luminal surface was scraped multiple times using a thin coverslip to remove debris. Subsequently, the intestine was cut into 3–5 mm fragments and transferred to cold DPBS in a 50 mL conical tube. The fragments were vigorously shaken and rinsed repeatedly with cold DPBS to ensure thorough cleaning.

Intestinal fragments were then transferred to 10 mL gentle cell dissociation reagent (GCDR, STEMCELL Technologies, Vancouver, BC, Canada) and incubated at room temperature for 15 min while being gently rocked on the shaker. The GCDR solution containing treated intestinal fragments was passed through a 70 μm cell strainer into 30 mL cold DPBS to isolate intestinal crypts in the filtrate.

### 2.2. Formation of Matrigel Domes for Culturing Mouse Intestinal Organoids

The filtered crypt solution was centrifuged at 300× *g* for 5 min. The pellet was resuspended in 10 mL Dulbecco’s modified Eagle’s medium (DMEM)/nutrient mixture F-12 (STEMCELL Technologies). The suspension was centrifuged at 600 × *g* for 5 min, and the pellet was resuspended in a 1:1 mixture of IntestiCult Organoid Growth Medium (OGM), mouse basal medium (STEMCELL Technologies) and Matrigel (Corning, NY, USA, Cat. No. 354230). A 50 μL dome was formed in each well of a 24-well microplate. After incubation at 37 °C for 30 min to allow Matrigel polymerization, 750 μL OGM was added to each well.

### 2.3. Drug Preparation

Dextran sulfate sodium (DSS, Cayman Chemical, Ann Arbor, MI, USA) was dissolved in distilled water at a concentration of 1% (weight per volume) (0.5 g DSS in 50 mL water) and stored at −80 °C. For experimental treatments, 60 μL of the concentrated DSS stock solution was diluted in 120 μL OGM to achieve a 1:3 dilution, which was further serially diluted to obtain the desired concentrations.

### 2.4. Immunocytochemistry

For fluorescence microscopy observation, mouse intestinal organoids (mIOs) were cultured in microplates. After culture, mIOs were fixed in 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA) in PBS for 15 min at room temperature. Following permeabilization with 0.1% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA) for 10 min, cells were blocked with 5% bovine serum albumin (BSA) solution for 1 h at room temperature. mIOs were stained with Phalloidin-AlexaFluor 488 (Invitrogen, Carlsbad, CA, USA) and DAPI (Thermo Fisher Scientific, Waltham, MA, USA). Stained organoids were visualized using an inverted fluorescence microscope equipped with computational clearing technology (THUNDER Imager DMi8, Leica Microsystems, Wetzlar, Germany).

### 2.5. Image Segmentation

For AIVIA software analysis, we loaded TIFF images and performed manual sketches on both the target object and the background (Supplementary Figure S10). In our case, organoid features in microscopy images and the background were separately sketched in the localized area. Based on the user’s sketch, AIVIA software automatically expands the sketch to the entire image region and performs image segmentation procedures based on an embedded AI algorithm.

### 2.6. Live–Dead Cell Assay

Grown mIOs were treated with DSS at various concentrations for 3 days. A live–dead cell assay was performed using the ReadyProbes Cell Viability Imaging Kit (Invitrogen) according to the manufacturer’s instructions. Fluorescence spectroscopy was measured using a SpectraMax iD3 microplate reader (Molecular Devices, San Jose, CA, USA). Fluorescence images were obtained using an EVOS M7000 imaging system (Thermo Fisher Scientific, Waltham, MA, USA). Fluorescence spectra and fluorescence images were correlated to validate viability measurements.

### 2.7. Cell Viability Test

Viability testing was performed on mIOs treated with DSS at concentrations ranging from 10,000 to 0.5 μg/mL for 3 days. Cell viability was assessed using the CellTiter-Glo 3D Cell Viability Assay (Promega, Madison, WI, USA). Luminescence was measured using a SpectraMax iD3 microplate reader (Molecular Devices).

### 2.8. Total RNA Extraction

For gene expression analysis, DSS-treated mIOs were harvested as follows. After washing Matrigel domes with DPBS, TrypLE Express (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) was added while disrupting the dome with gentle pipetting. Samples were incubated at 37 °C for 15 min for enzymatic digestion. The cell suspension was transferred to a 15 mL conical tube and centrifuged at 600× *g* for 5 min. Cell pellets were lysed in 350 μL lysis buffer from the RNeasy Mini Kit (Qiagen, Hilden, Germany), and total RNA was extracted according to the manufacturer’s instructions. Total RNA concentration and purity were measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific).

### 2.9. cDNA Synthesis and Reverse Transcription Polymerase Chain Reaction

cDNA was synthesized from total RNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions, yielding 100–150 μL cDNA. 

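The primer sequences of Supplementary Table S1 were placed on the protein-coding transcripts of the mouse GENCODE vM21 annotation, which uses the genome build GRCm38. The Lgr5 pair lies on chromosome 10, on the minus strand. Its forward primer ACATTCCCAAGGGAGCGTTC matches exon 3 from 115502393 to 115502412 and its reverse primer ATGTGGTTGGCATCTAGGCG matches exon 5 from 115478582 to 115478601, so the 139 bp product spans introns of the gene and reads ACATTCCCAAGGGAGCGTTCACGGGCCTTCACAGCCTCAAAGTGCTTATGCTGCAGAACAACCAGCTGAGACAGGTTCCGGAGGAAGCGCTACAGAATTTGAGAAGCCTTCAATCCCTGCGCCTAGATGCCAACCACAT in the transcript. The Vil1 pair lies on chromosome 1, on the plus strand, with TCAAAGGCTCTCTCAACATCAC in exon 2 from 74415102 to 74415123 and AGCAGTCACCATCGAAGAAGC in exon 3 from 74416006 to 74416026, for a product of 114 bp. The Chga forward primer CCAAGGTGATGAAGTGCGTC spans the junction of exons 2 and 3 on chromosome 12, and its reverse primer GGTGTCGCAGGATAGAGAGGA lies in exon 4 from 102559298 to 102559318, for a product of 129 bp. These 3 pairs matched their transcripts without a difference, and none of these primers had an exact match in another gene.

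The primers listed for Lyz lie in Lyz1, on chromosome 10. The forward primer GAGACCGAAGCACCGACTATG matches exon 2 exactly from 117291113 to 117291133. The printed reverse primer CGGTTTTGACATTGTGTTTCGC is 1 base longer than its site CGGTTTTGACATTGTGTTCGC in exon 4. For Muc2, on chromosome 7, the reverse primer GTAGTTTCCGTTGGAACAGTGAA matches exon 1 of an annotated transcript, from 141744643 to 141744665, and no close site for the forward primer ATGCCCACCTCCTCAAAGAC was found in the annotated protein-coding transcripts, so no product is given. Sequence upstream of this transcript model was not searched, and the forward site can lie there. The forward primer of Gapdh, TGGCCTTCCGTGTTCTCTAC, is also 1 base longer than its site TGGCCTTCCGTGTTCCTAC in exon 5. Its reverse primer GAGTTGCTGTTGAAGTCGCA matches exon 6 exactly and is also found in transcripts of 79 other annotated genes.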

Primers (Bioneer, Daejeon, Republic of Korea) for intestinal cell markers, including stem cells (*Lgr5*), Paneth cells (*Lyz1*), enterocytes (*Vil1*), goblet cells (*Muc2*), and enteroendocrine cells (*Chga*), were designed and synthesized (primer sequences are listed in Supplementary Table S1). Quantitative polymerase chain reaction (qPCR) was performed by mixing cDNA and primers with Premix Ex Taq Hot Start master mix (Takara Bio, Kusatsu, Japan) using a CFX Opus 96 Real-Time PCR System (Bio-Rad, Hercules, CA, USA).

### 2.10. Statistical Analysis

Data from cell viability tests and live–dead assays were analyzed and plotted using GraphPad Prism version 11.0 (GraphPad Software, San Diego, CA, USA). Data are presented as mean ± standard deviation (SD). Statistical significance was analyzed by one-way analysis of variance (ANOVA) with post hoc testing. The *p*-values less than 0.05 were considered statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). Image profiles from live–dead assays were analyzed using ImageJ version 1.54 (National Institutes of Health, Bethesda, MD, USA) and plotted using OriginPro version 10.1 (OriginLab, Northampton, MA, USA).

## 3. Results

### 3.1. Hypothesis for Image Tracing (CC-WF) of Injured Organoids

The image tracing workflow was designed to quantify the integrity state of organoids. This methodology is based on computational clearing (CC) processing of widefield (WF) fluorescence images using the THUNDER microscope (Leica Microsystems), which implements a recently developed image processing algorithm [18,23,24] (Figure 1a). Bright-field and fluorescence images of mIOs were acquired. From WF fluorescence images stained with phalloidin, DAPI, and ZO-1, we selected the phalloidin channel due to its clear definition of the apical side of the organoid lumen [32,33].

The CC algorithm is conceptually similar to conventional deconvolution algorithms, in which an estimated point spread function (PSF) is deconvolved from the WF microscopy image to extract the original specimen signal. One distinguishing feature of CC is that the applied PSF is differentiated between the in-focus and out-of-focus regions, referred to as “length-scale discrimination” of the PSF [24]. The WF image can be decomposed into in-focus and out-of-focus contributions, each described by its respective PSF. Because the out-of-focus contribution typically appears as a broad and slowly varying background, much larger in spatial scale than the fine features of the specimen, the CC algorithm iteratively identifies and isolates this large-scale background, while leaving the smaller in-focus structure intact [24]. Therefore, it is assumed that only background noise is removed, while the in-focus signal, edges, and relative intensities of specimen features are preserved. In this report, the instant CC mode was applied, which performs single-image real-time background removal using a feature scale parameter matched to the organoid diameter (~400–500 µm) in the LAS X software version 3.7.5.24914 (Leica Microsystems) (Supplementary Figure S1).

Based on the CC-processed images, image segmentation was performed using AIVIA software version 15.0 (Leica Microsystems, Wetzlar, Germany), an AI-powered image analysis platform that employs a Cellpose-based deep learning segmentation algorithm (Figure 1b) [34]. Unlike conventional threshold-based tools such as OrganoSeg or ImageJ [35,36], AIVIA utilizes pre-trained models for object detection, enabling robust segmentation without manually defined thresholding parameters. At the same time, the image segmentation produces image morphometrics including organoid area (μm^2^), perimeter (μm), and circularity (Figure 1c).

Our hypothesis proposes that organoid integrity is reflected not only in the CC image itself, but also in the differential signal between CC and WF images (Figure 1d). We explored this possibility by obtaining CC-WF vectors for image-segmented objects from paired CC and WF images. WF images were processed by CC for both healthy and injured organoids. The resulting images (WF healthy, CC healthy, WF injured, and CC injured) were segmented. An important part of our suggestion is to extract morphological metrics, including area, perimeter, and circularity, from the segmented CC and WF images (Figure 1e). The area, perimeter, and circularity values were plotted in 3D scatter graphs, and vectors were calculated from each WF point to its corresponding CC point. This vector, representing the shift from WF to CC, is defined as the CC-WF vector (Figure 1f).

Recently, statistical analysis of organoid morphology has been widely examined alongside AI algorithms [37]. In our study, we employed the CC algorithm to validate our hypothesis that CC-WF vectors can distinguish between intact and inflammatory mIOs. For intact organoids, we hypothesize that the CC-WF vector exhibits minimal shift because the WF fluorescence signal originates from highly specific staining of target proteins through authentic antibody–antigen binding, and the resulting CC images faithfully represent true signals. In contrast, for injured organoids where target proteins are damaged, the WF fluorescence signal arises from non-specific antibody binding, and CC processing generates exaggerated or distorted images. Consequently, the CC-WF vector of injured organoids exhibits a substantial shift, which we hypothesize serves as the key diagnostic feature in the CC-WF image tracing workflow.

### 3.2. Long-Term Culture of Lgr5-EGFP Intestinal Organoids

To investigate the effect of DSS treatment on intestinal stem cells in organoids, we isolated intestinal crypts from *Lgr5-EGFP-IRES-creERT2* mice (Figure 2a). The crypts were embedded in Matrigel and maintained in complete ENR medium (EGF, Noggin, and R-spondin). The seeding density was 10^6^ cells/cm^3^ with a Matrigel dome volume of 50 μL, resulting in 50,000 cells per dome in 24-well plates. The growth of mIOs was monitored over 10–15 days of culture (Figure 2b). Color, bright-field (BF), and fluorescence images were obtained using a 5× objective lens (Figure 2c). The mIO sizes ranged from 400 to 500 μm. Individual mIOs were monitored using a 20× objective lens, which revealed EGFP fluorescence at the budding regions (Figure 2d). We confirmed that Lgr5-EGFP^+^ (green) stem cells were flanked by Paneth cells, consistent with the literature [30,31].

For large-area imaging, we employed an automated stage on an inverted microscope. Each Matrigel dome, covering approximately a 2 mm × 2 mm mosaic area, was monitored with a 5× objective lens (Figure 2e). Daily monitoring using this workflow captured variations in organoid distribution and morphology over time. Organoid areas were measured through daily observations for each passage (Figure 2f) [38].

### 3.3. Dextran Sulfate Sodium (DSS) Treatment to Induce Inflammation in Organoids

To explore CC imaging in conjunction with drug testing, we established a schematic workflow in which mIOs were treated with DSS to induce inflammation (Figure 3a). DSS is widely used to induce inflammatory bowel disease (IBD) models in mice both in vitro and in vivo [39,40,41]. We serially diluted DSS from 10,000 μg/mL by 1/3, resulting in concentrations ranging from 3330 μg/mL to 0.5 μg/mL (Supplementary Figure S2a). Daily monitoring of DSS-treated mIOs enabled longitudinal analysis (Figure 3b). Bright-field (BF) images of entire Matrigel domes were acquired using a 5× objective. For untreated mIOs, BF images at d9t3 (day 9, treatment day 3) showed typical growth patterns. With increasing DSS concentrations, epithelial disruption became progressively apparent. Large-area imaging of whole Matrigel dome regions revealed dose-dependent morphological changes across DSS titrations. We compared two different algorithms—AIVIA and OrganoSeg—which showed a similar tendency in the variation in organoid areas (Supplementary Figure S2b).

To assess mIO viability, we performed live–dead assays by treating organoids with Hoechst 33342 (live nuclear stain) and propidium iodide (dead cell marker), followed by measuring fluorescence readouts using a microplate reader (Molecular Devices iD3) (Figure 3c). Viability decreased with increasing DSS concentration, with an estimated IC_50_ of 10.35 μg/mL. The ratio of Hoechst 33342 to propidium iodide fluorescence correlated with fluorescence microscopy images (Figure 3d and Supplementary Figure S3). Since intestinal turnover is rapid (2–3 days), apoptotic cells accumulated inside the mIO lumen. In control organoids, dead cells remained within the lumen, whereas DSS-treated organoids exhibited dead cells spilling outside the epithelial layer, resembling a leaky gut model in which luminal contents escape from the mIOs.

### 3.4. Gene Expression and Transcriptomic Analysis of Inflammatory mIOs

Lgr5+ stem cells are the source of intestinal epithelial renewal [42,43]. In vivo DSS treatment is known to impair Lgr5+ intestinal stem cells [44]. To assess DSS-induced injury to Lgr5+ stem cells in our organoid model, we monitored Lgr5-EGFP fluorescence in control and DSS-treated mIOs. Microscopic observation using a 20× objective lens revealed markedly reduced EGFP fluorescence in DSS-treated mIOs (Figure 4a). Fluorescence intensity analysis from raw image data confirmed the diminished EGFP signal (Supplementary Figure S4), indicating that DSS treatment caused severe impairment of Lgr5+ stem cells due to direct epithelial injury.

Relative gene expression of intestinal cell type markers, including *Lgr5* (stem cell), *Lyz* (Paneth cell), *Vil1* (enterocyte), *Muc2* (goblet cell), and *Chga* (enteroendocrine cell), was measured by RT-PCR in DSS-treated mIOs (Figure 4b). Gene expression levels of *Lgr5* and *Lyz* were significantly decreased, while *Vil1*, *Muc2*, and *Chga* remained at similar levels, indicating preferential damage to the stem cell niche. These findings are consistent with previous reports that DSS induces direct epithelial injury and inflammation with loss of Lgr5+ stem cells, whereas TNBS or oxazolone induces immune responses with persistence of Lgr5+ stem cells [29].

To profile transcriptional changes, we performed mRNA-seq on DSS-treated mIOs versus controls and conducted gene set enrichment analysis (GSEA) with 50 Hallmark gene sets from the Molecular Signatures Database (MSigDB) (Figure 4c and Supplementary Figures S5 and S6) [45]. 

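The mRNA-seq comparison rests on 2 libraries of intestinal organoids from Lgr5-EGFP-IRES-creERT2 mice, in which EGFP is expressed from the Lgr5 locus. The sample labels give 1 control culture and 1 culture treated with DSS, a sulfated polysaccharide that injures the epithelium, both at 4 days. The DSS concentration used for sequencing is not stated in the paper's text. The authors deposited raw read counts per gene from stranded poly(A) libraries, listed by NCBI gene identifier, and the paper's text does not name the aligner, the counting program or the genome build. The control library held 65493032 counts and the DSS library 59746968 counts over 19294 genes. Every listed gene had at least 1 count in both libraries, so genes without counts in one of the libraries are not in the table.

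Counts were scaled with the TMM factors of edgeR, which were 1.09 for the control library and 0.915 for the DSS library. The value reported for a gene is the log2 ratio of its scaled counts, DSS over control, with an exact Clopper-Pearson 95% interval derived from the 2 counts. There are no replicates, so no difference has a replicate check, no test between conditions was made, and the intervals cover counting error only. The 17235 genes with at least 10 counts in at least one library entered counts of genes and gene lists. Over these genes, the median log2 ratio was -0.06 with TMM factors and -0.31 with total counts only, a shift of -0.26 that applies to every gene alike. The 10 most abundant genes took 8.33% of the control counts and 12.2% of the DSS counts.

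The Hallmark sets were not used here. In their place, 21 gene lists were written by hand, and each list's median log2 ratio was compared with the medians of 10000 random lists of the same size matched on mean expression in 20 bins. The resulting percentile describes these 2 libraries. A list was called above or below the random lists where its median lay outside the central 95% of their medians.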

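Of the hand-written pathway lists, those of inflammatory signaling lay above the matched random lists in the DSS library. The median log2 ratio was 0.93 for 35 genes of the inflammatory response, 0.75 for 39 NF-κB targets, 0.67 for 42 genes of the IFN-γ response and 0.51 for 40 genes of IL-6/JAK/STAT3 signaling. The medians of the inflammatory response and of the NF-κB targets were higher than those of all 10000 random lists. The IFN-γ response was at the percentile 99.97 and IL-6/JAK/STAT3 signaling at 99.8. Genes without counts in one of the libraries are not in the table, which left out 13 of 48 genes of the inflammatory response, 11 of 50 NF-κB targets, 6 of 49 genes of the IFN-γ response and 3 of 43 of IL-6/JAK/STAT3 signaling, and the direction of these genes is not known here. For 38 apoptosis genes, 25 above 0 and 13 below, the median was 0.36, at the percentile 99.7. The list holds both promoters and inhibitors of apoptosis, so its median does not show whether apoptosis itself increased. Apoptosis was the only pathway list whose call changed under an alternative, since the mean of the list in place of its median was at the percentile 94.4, inside the range of the random lists.

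The median of 30 p53 targets was -0.40, with 10 genes above 0 and 20 below, and lay at the percentile 2.95, inside the central range of the random lists. The list of 28 WNT targets had a median of -1.63, and 25 of its genes were below 0. None of the random lists had a median as low as that of the WNT targets. For 35 components of PI3K/AKT/mTOR signaling, the median was 0.14, at the percentile 83.1, with 23 genes above 0 and 12 below. The lists share some genes and are shorter than the Hallmark sets of the paper. Their medians do not separate a change of signaling from a change in the cell types present.

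**Figure D1:**
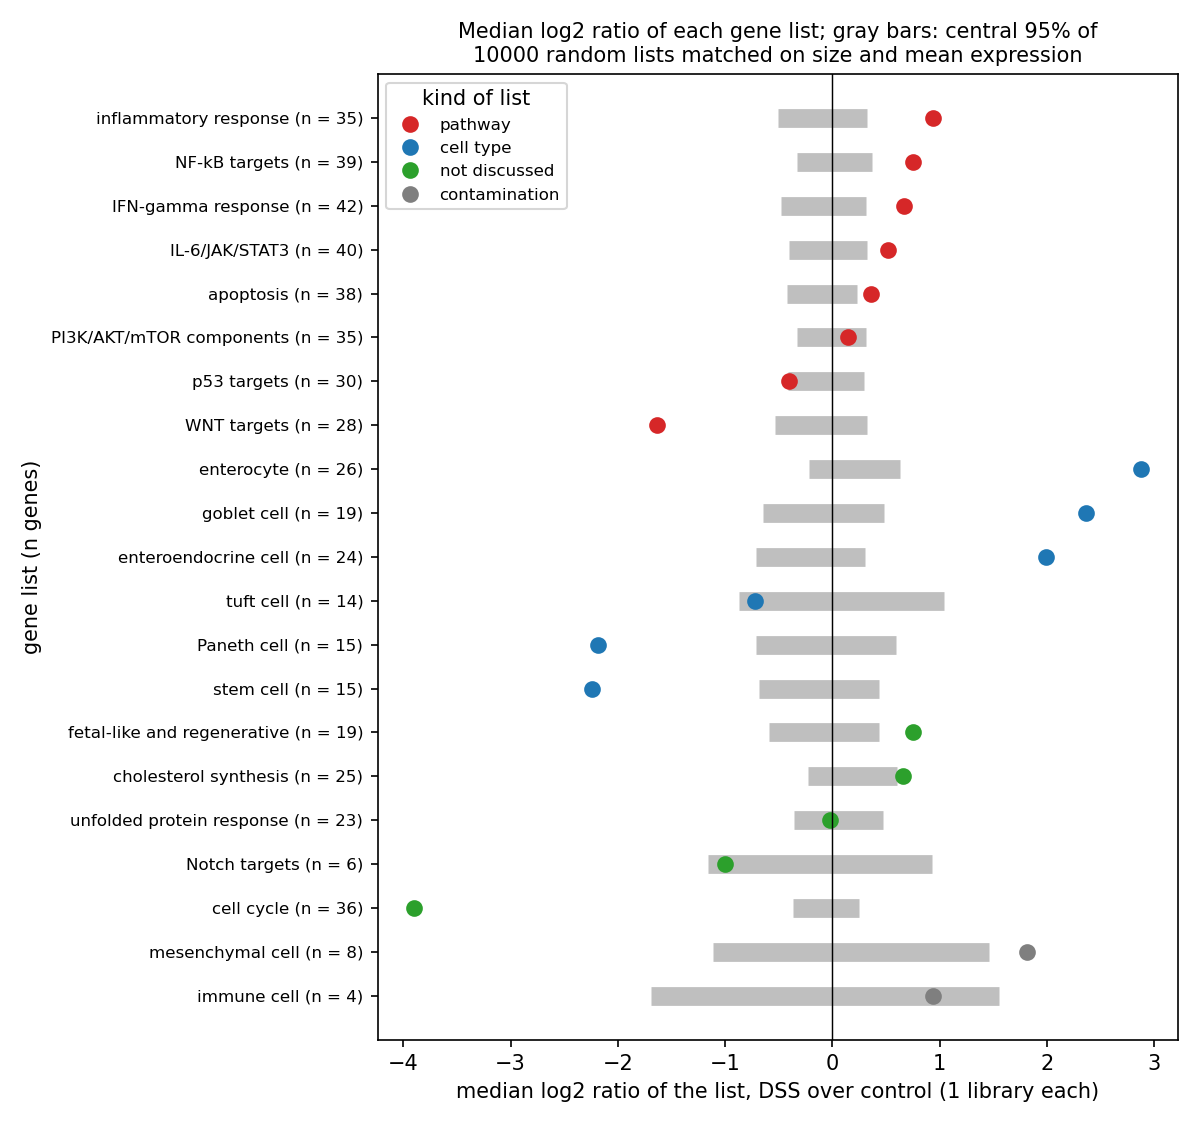
Median log2 ratio of each gene list, DSS over control, on the x axis, with one row per list on the y axis and the number of its genes in brackets. Points are list medians colored by the kind of list, and gray bars span the central 95% of 10000 matched random lists; the WNT targets lie left of their bar at -1.63 and the inflammatory response lies right of its bar at 0.93.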

Enrichment analysis revealed upregulation of inflammatory pathways, including TNF-α signaling via NF-κB, IL-6/JAK/STAT3 signaling, inflammatory response, apoptosis, IFN-γ response, and p53 pathway, alongside the downregulation of stem cell maintenance and proliferation pathways, including WNT/β-catenin signaling and PI3K/AKT/mTOR signaling (Figure 4d).

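Olfactomedin-4, listed as Olfm4 with NCBI gene identifier 380924, had 13109 counts in the control library and 13 counts in the DSS library. After scaling, this was 183 CPM, the counts scaled to the size of the library, in the control and 0.238 CPM in the DSS library. The log2 ratio was -9.59, with a counting interval from -10.50 to -8.81, and it was the lowest ratio among genes with at least 100 counts in at least one library. With total counts in place of TMM factors, the setting that lowered it most, the log2 ratio was -9.85, and with a prior count of 2 added to every gene it was -9.41. The next lowest gene in the same ranking was Gvin1, with a log2 ratio of -6.09 and 17 counts in the DSS library.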

In the volcano plot, Olfactomedin-4 (*Olfm4*), a crypt and intestinal stem cell-associated WNT-responsive marker [46], was significantly downregulated in DSS-treated mIOs (Figure 4e). Together with reduced WNT pathway activity, this decrease is consistent with impairment of the Lgr5+ stem cell population under DSS-induced direct epithelial injury. 

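Lgr5 had 18849 counts in the control library and 1048 counts in the DSS library, for a log2 ratio of -3.78 with a counting interval from -3.87 to -3.69. Lrig1 had a log2 ratio of -1.97, with an interval from -2.02 to -1.92. A list of 15 other stem cell genes, which left out the markers shown in Fig. 4f, had a median log2 ratio of -2.24. All 15 genes were below 0 and 11 were at -2 or less, and no matched random list had a median as low. Within it, Ascl2 was at -4.31, Axin2 at -4.26 and Aqp4 at -4.18, and Ascl2 had 23 counts in the DSS library. Of the 15 genes, 7 are also in the list of WNT targets, Ascl2 and Axin2 among them, so the lists are not independent. One library stands for each condition, so the intervals do not include the variation between cultures.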

The reduced expression of *Olfm4* reflects injury to the stem cell niche and loss of Lgr5+ stem cells, with epithelial injury subsequently inducing inflammation as a secondary response [47,48]. We propose a DSS-induced injury model in which WNT/β-catenin signaling is downregulated with concomitant loss of Lgr5+ stem cells (Figure 4f) [49].

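The injury model of Fig. 4f names 36 markers, and each was counted in both libraries. With TMM factors, 21 markers had a log2 ratio above 0 and 15 below 0. All 3 stem cell markers, all 5 Paneth cell markers and all 3 tuft cell markers were below 0, and all 7 goblet cell and all 6 enteroendocrine markers were above 0. Of the 8 enterocyte markers, 6 were above 0. Of the 4 tight junction markers, 2 were above 0. Cdh1 at -0.03 and Cldn7 at -0.02 lay close to 0 and turned positive with upper quartile factors, under which 23 markers were above 0. The interval of Cldn7 included 0.

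The highest goblet cell ratios were those of Clca1, at 9.29 with 48 counts in the control library, and of Zg16, at 8.64. Muc2 was at 4.98. Among the Paneth cell markers, Defa22 was at -2.95 and Defa21 at -2.89, and both belong to the defensin family, whose near-identical members can share reads, so their separate values are uncertain. Lyz1, which has the close paralog Lyz2, was at -1.06. Among the tuft cell markers, Trpm5 had 219 and 91 counts in the control and DSS libraries and a log2 ratio of -0.88, with an interval from -1.25 to -0.52. The others rested on few reads. Dclk1 had 47 and 10 counts, and Rgs13 had 12 and 4, so that the interval of Rgs13, from -3.29 to 0.53, included 0.

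Lists of other genes of these cell types, without the markers of Fig. 4f, had medians of 2.88 for 26 enterocyte genes, 2.36 for 19 goblet cell genes and 1.99 for 24 enteroendocrine genes, each higher than all matched random lists. The list of 15 Paneth cell genes had a median of -2.19, lower than all matched random lists, but 8 of these genes are defensins. The 7 others ran from -1.73 to 1.61, with 5 below 0, and their median of -0.88 was at the percentile 4.75, inside the central range of the random lists. The 18 defensin genes of the table together fell from 75804 to 7319 counts. This was a log2 ratio of -2.98, with an interval from -3.02 to -2.95. Their total is unchanged by reads placed on the wrong member, but not by reads discarded or counted more than once. The authors' counting is not stated. The list of 14 tuft cell genes had a median of -0.72, at the percentile 4.95. This value depended on genes with few counts, since the median was -0.18, at the percentile 45.6, over the 9 genes with at least 10 counts in both libraries and -0.29, at 41.9, over the 8 genes with at least 50 counts in one library. The paper proposes an impairment of the Lgr5+ stem cell population from the decrease of Olfm4 together with reduced WNT pathway activity. It also bases this on weaker Lgr5-EGFP fluorescence and on lower Lgr5 by RT-PCR after DSS.

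**Figure D2:**
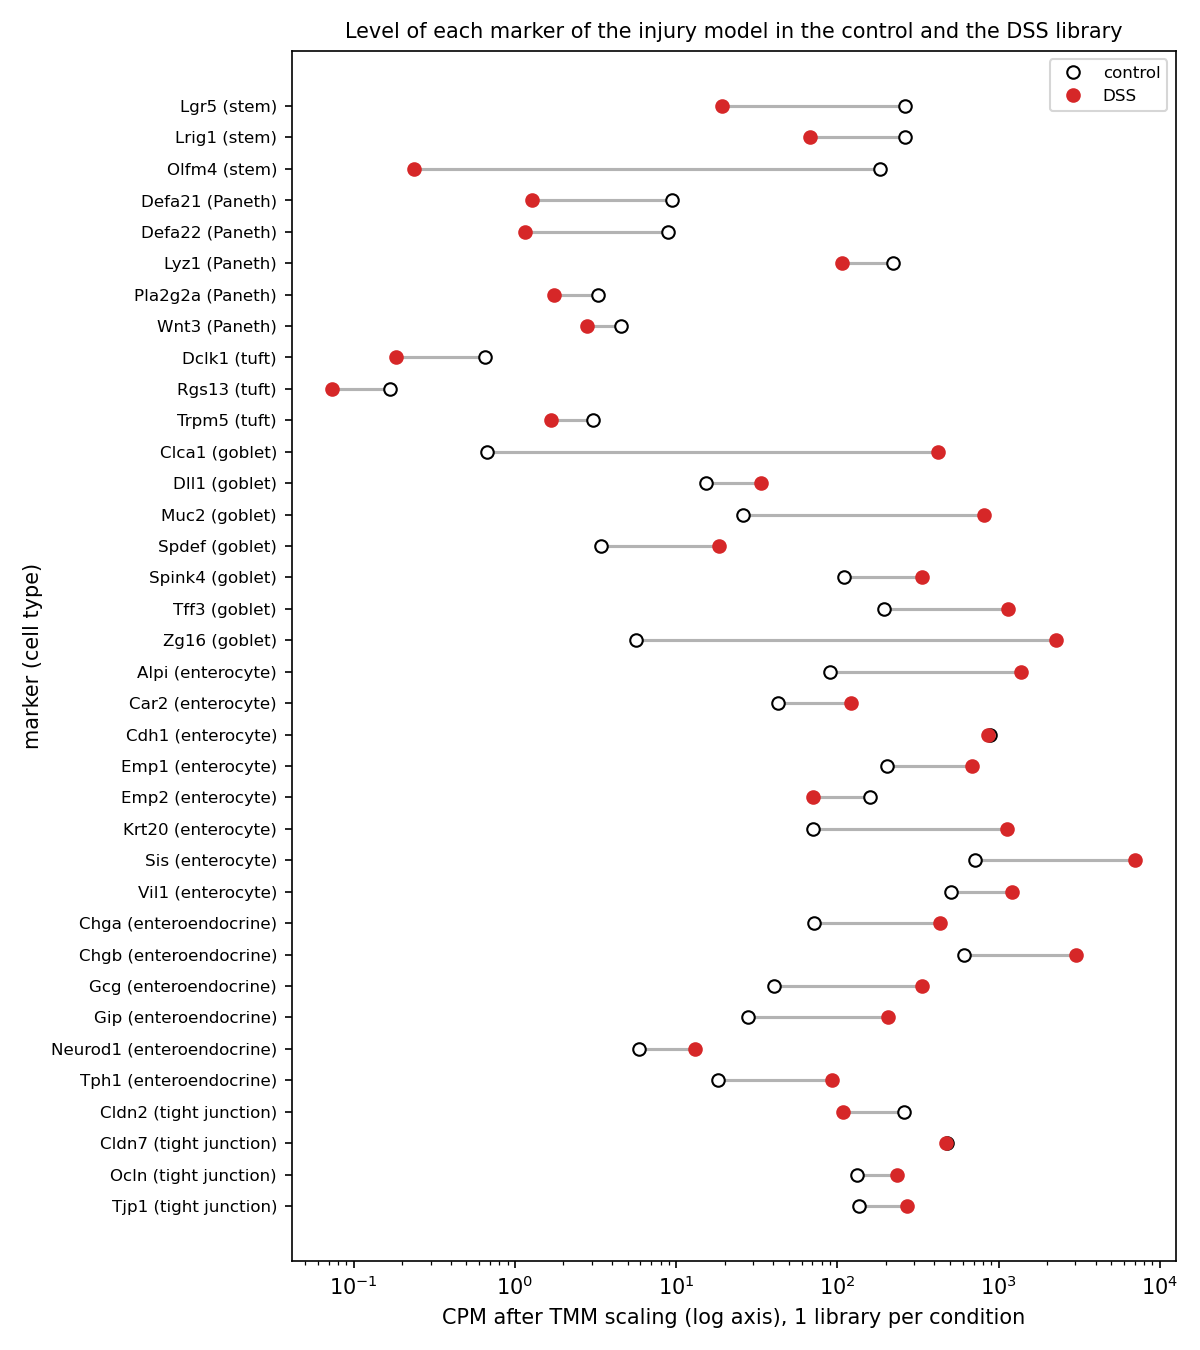
Level of each of the 36 markers in the control library (open circles) and the DSS library (filled circles), in CPM after TMM scaling on a log x axis, with one marker per row on the y axis. Each condition is 1 library and no error is drawn; Lyz1 falls from 223 to 107 CPM and Clca1 rises from 0.671 to 421 CPM.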

### 3.5. Image Segmentation of Intact and Injured Organoids

Image segmentation is widely employed for analyzing medical images, including MRI and CT scans [50,51]. In organoid research, this technique has evolved to characterize morphological image metrics such as area, perimeter, and circularity, facilitating applications in artificial intelligence and machine learning [16,35,37,52,53].

We applied the AIVIA image segmentation algorithm to analyze organoid structure. By using bright-field (BF) images [54,55], we tested organoid growth in both wild-type (WT, without gene modification) and Lgr5-EGFP models (Supplementary Figure S7), in which organoid area, perimeter, and circularity were comparable between the two models [30,31].

We extended the image segmentation method to compare 80 intact and 86 DSS-treated organoids. BF and corresponding segmented images are shown (Figure 5a,b), along with violin plots of area, perimeter, and circularity (Figure 5c). Fourteen representative mIOs from each condition were analyzed to distinguish between intact and injured organoids (Figure 5d). BF images were segmented, with each organoid outlined and mesh-generated from the original microscopy images. Objects were segmented based on the mesh channel (Figure 5e). Non-treated intact mIOs exhibited well-developed budding geometries, whereas DSS-treated inflammatory mIOs showed epithelial disruption and collapsed morphology.

Extracted morphological image metrics were visualized by plotting area, perimeter, and circularity in a 3D graph (Figure 5f). Area, perimeter, and circularity were then compared between intact and DSS-treated mIOs (Figure 5g–i). Organoid area remained similar between conditions (Figure 5g). However, perimeter and circularity differed significantly. Intact mIOs displayed longer perimeters due to budding geometry compared to epithelium-disrupted mIOs (Figure 5h). DSS treatment induced organoid collapse, resulting in more rounded geometries and increased circularity (Figure 5i). Overall, the area and perimeter also tended to slightly decrease, due to the loss of cells and the degradation of budding geometry, respectively, while the circularity tended to increase due to the collapse of organoid geometry.

In addition, we analyzed an inflammatory model of human intestinal organoids (hIOs) derived from induced pluripotent stem cells (iPSCs) (Supplementary Figure S8) [12]. To induce inflammation in hIOs, we treated the organoids with proinflammatory cytokines such as TNF-α/IFN-γ. For this human inflammatory organoid model, we performed image segmentation analysis, through which we confirmed that the epithelial thickness decreased from 67.4 μm (control) to 34.5 μm (inflammatory model).

### 3.6. Image Tracing as CC-WF Vector to Estimate Integrity of mIOs

We explored image tracing as a CC-WF vector using DSS-treated mIOs (inflammatory intestinal organoids). For this analysis, mIOs were stained with phalloidin and DAPI (Figure 6). Intact mIOs exhibited sharp phalloidin green-fluorescence contrast along the lumen (Figure 6a), indicating F-actin integrity. In contrast, DSS-treated mIOs displayed a disrupted luminal structure with weak and diffuse phalloidin signal (Figure 6b).

To establish the image tracing workflow, we performed CC image processing on phalloidin-stained green fluorescence images from both intact and DSS-treated mIOs (Figure 6c). CC image processing substantially reduced background noise compared to WF images. For morphological parameter analysis, both CC and WF images underwent image segmentation. During segmentation, the target green fluorescence signal was converted to mesh representations, from which image metrics were extracted. Image metrics, including area, perimeter, and circularity, were quantified from these segmented objects. Area, perimeter, and circularity values were plotted in 3D scatter plots for intact and DSS-treated mIOs (Figure 6d). Using these morphological image metrics, we performed area, perimeter, and circularity analyses comparing WF and CC values between healthy and injured mIOs (Figure 6e) [56].

To explore image tracing, we calculated vector components representing the shift from WF to CC for healthy and injured mIOs (Figure 6f and Supplementary Figure S9) [57,58]. For healthy mIOs, CC-WF vectors showed minimal displacement, clustering near the origin (0, 0). In contrast, injured mIOs exhibited CC-WF vectors with directional displacement and substantially larger magnitude. The ROC curve analysis of CC-WF vector magnitudes of area, perimeter, and circularity is as follows (Figure 6g): the area shift shows an AUC of 72.3% (95% CI: 54.9–89.8%) with 66.7% sensitivity and a 28.6% false positive rate (1-specificity), the perimeter shift shows an AUC of 96.1% (95% CI: 90.7–100%) with 91.7% sensitivity and a 14.3% false positive rate (1-specificity), and the circularity shift shows an AUC of 95.2% (95% CI: 89.3–100%) with 87.5% sensitivity and a 7.1% false positive rate (1-specificity).

In summary, the perimeter shift and the circularity shift both yielded AUC = 0.95, whereas the area shift yielded AUC = 0.72, indicating that the area shift was less discriminative than the perimeter and circularity shifts. Therefore, integrating all three morphometrics provides a more reliable basis for discriminating control from DSS-treated organoids than relying on any single parameter alone. These results demonstrate that CC-WF vector-based image tracing can effectively distinguish mIO integrity states.

## 4. Discussion

One might question whether fluorescence intensity alone could serve as diagnostic criteria for organoid disease states, eliminating the need to compare CC and WF images. However, this overlooks a fundamental limitation of fluorescence microscopy: the discrepancy between what observers see through eyepieces and what sensitive CCD or CMOS cameras capture. High-sensitivity cameras can detect weak, non-specific fluorescence and display it using false colors (red, green, blue, magenta), potentially masking artifacts as apparent biological signals. Users must therefore verify whether captured signals originate from specific targets. Our image tracing approach—subtracting WF from CC images—directly addresses this challenge by reducing artifacts from non-specific fluorescence during digital image processing.

The second question concerns what changes occur during image tracing from WF to CC. Our procedure relies on image segmentation to extract pixel-based objects, from which quantitative metrics (area, circularity, perimeter) are calculated for both WF and CC images. Importantly, our image tracing workflow does not involve direct pixel-by-pixel image comparison but rather comparison of image-segmented objects from individual organoids [35,37]. While this segmentation-based approach may be considered a limitation for certain diagnostic applications, it offers a distinct advantage: the extracted metrics (area, perimeter, circularity) enable quantitative shape characterization of organoids using parameters familiar to conventional biomedical researchers rather than requiring specialized image-processing expertise.

Furthermore, the key diagnostic insight is that the magnitude of change between WF and CC—represented as a vector in area–perimeter–circularity 3D space—can systematically distinguish between intact and injured organoids. Injured organoids exhibit larger WF-to-CC shifts than intact organoids, providing the quantitative basis for diagnostic discrimination with high accuracy (AUC = 0.95).

Recently, machine learning (ML) and deep learning (DL) approaches have been applied to a range of biomedical fields, including the analysis of multi-layer omics data [59], classification of immune cells [60], and detection of labeled biomarkers [61]. The U-Net architecture has also become widely adopted in medical imaging in recent years [62,63,64]. Notably, SegFormer, a generalized image segmentation algorithm for noise reduction, has been implemented in microscopy imaging, demonstrating outstanding performance in tracking organoid growth even under severely noisy conditions [65]. Our approach described here can potentially be improved alongside such algorithmic advances. In particular, the budding structure of intestinal organoids and its collapse upon DSS treatment and subsequent inflammation require even more precise segmentation procedures, capable of distinguishing budding features from background debris-induced noise and out-of-focus hazed regions.

## 5. Conclusions

We demonstrated that computational clearing serves not only as an image enhancement method but also as a diagnostic tool for quantitative phenotyping of intestinal organoids. By introducing the differential vector CC-WF, we extended the imaging-derived differences into quantitative measures of epithelial integrity, enabling objective assessment of DSS-induced injury in mIOs. DSS treatment induced characteristic imaging phenotypes, including luminally accumulated dead cells redistributed outside of mIOs, that correlated with transcriptomic signatures of inflammatory activation (IL-6/JAK/STAT3 and TNF-α/NF-κB upregulation) and suppression of stem-cell/homeostatic pathways (WNT/β-catenin and PI3K/AKT/mTOR downregulation). The CC-WF image tracing workflow enabled high-throughput monitoring across large organoid populations and integrated effectively with image segmentation algorithms. Together, these findings position CC-WF-based image tracing as a practical bridge connecting microscopy platforms to quantitative diagnostic applications in organoid-based disease modeling and drug screening.

## Figures and Tables

**Figure 1:**
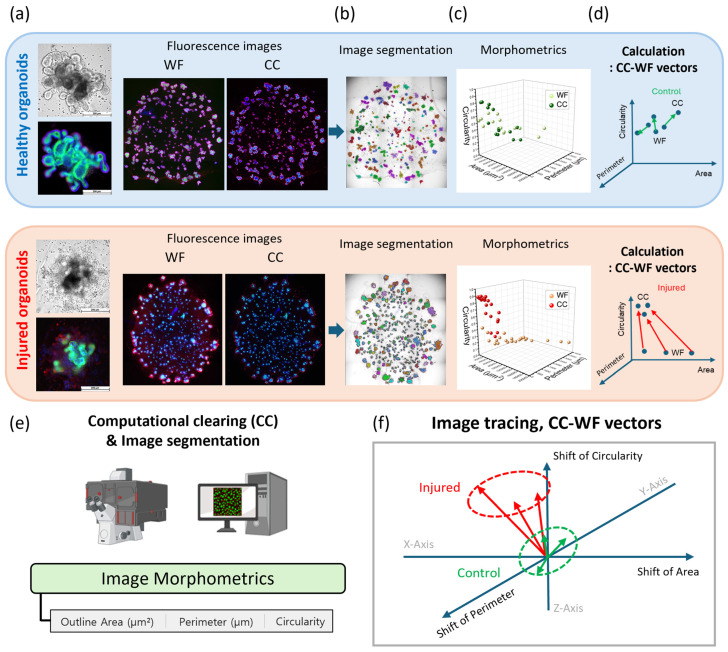
Image tracing workflow for healthy and injured organoids. (**a**) Widefield (WF) fluorescence images were processed by computational clearing (CC). (**b**) The CC images were segmented for the quantification of organoid shapes. (**c**) Morphometrics such as area, circularity, and perimeter were extracted. (**d**) From 3D scatter plots of area, perimeter, and circularity, CC-WF vectors were calculated. (**e**) Schematics of CC and image segmentation procedures to extract image morphometrics. (**f**) Principle of image tracing using CC-WF vectors to distinguish injured organoids from control organoids.

**Figure 2:**
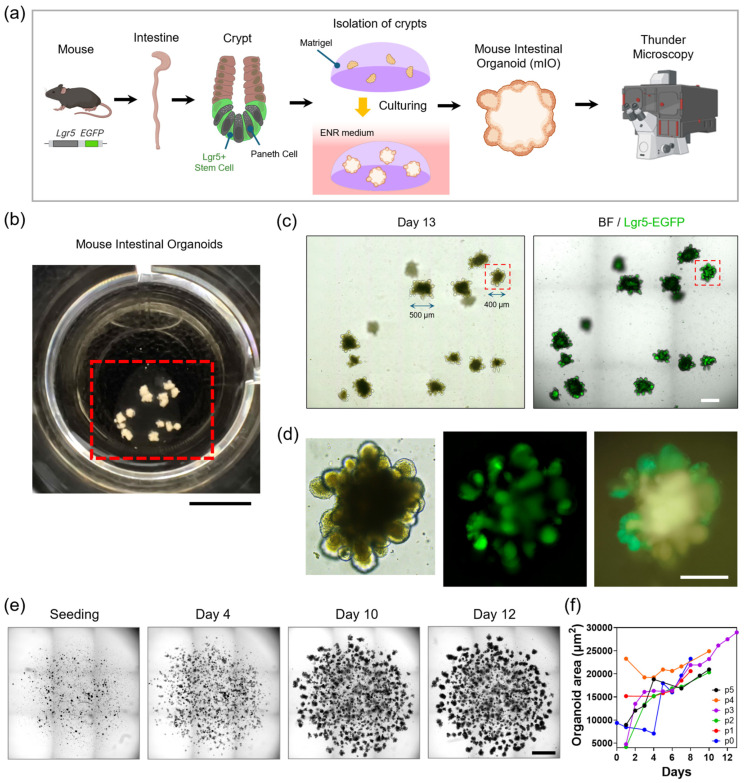
Long-term culture of mIOs derived from crypts of *Lgr5-EGFP-IRES-creERT2* mice. (**a**) Schematic of crypt isolation, Matrigel dome seeding, and culture workflow. (**b**) Photograph of mIOs cultured in a 24-well plate. Scale bar, 5 mm. (**c**) The red dashed box in (**b**) is observed by microscopy with 5× objective lens. Scale bar, 400 μm. (**d**) The red dashed box in (**c**) is magnified with 20× objective lens. Scale bar, 200 μm. (**e**) Large-area monitoring of organoid culture. Scale bar, 1 mm. (**f**) Variation in organoid area across passages.

**Figure 3:**
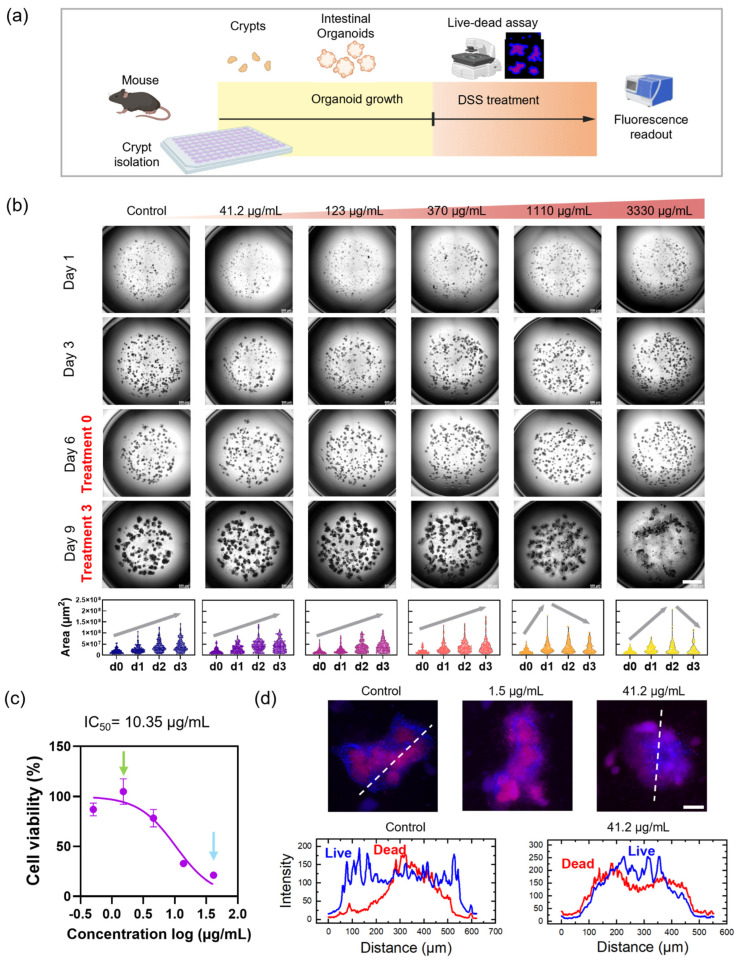
DSS treatment in mIOs. (**a**) Schematic of drug treatment experiment. (**b**) Longitudinal analysis showing DSS dose titration and daily microscopy observation. Scale bar, 1 mm. (**c**) Live–dead assay results. Green and blue arrows indicate 1.5 μg/mL and 41.2 μg/mL. (**d**) Fluorescence images of mIOs in live–dead assay. Scale bar, 100 μm. Fluorescence intensity profiles of Hoechst 33342 and propidium iodide for untreated and DSS-treated mIOs.

**Figure 4:**
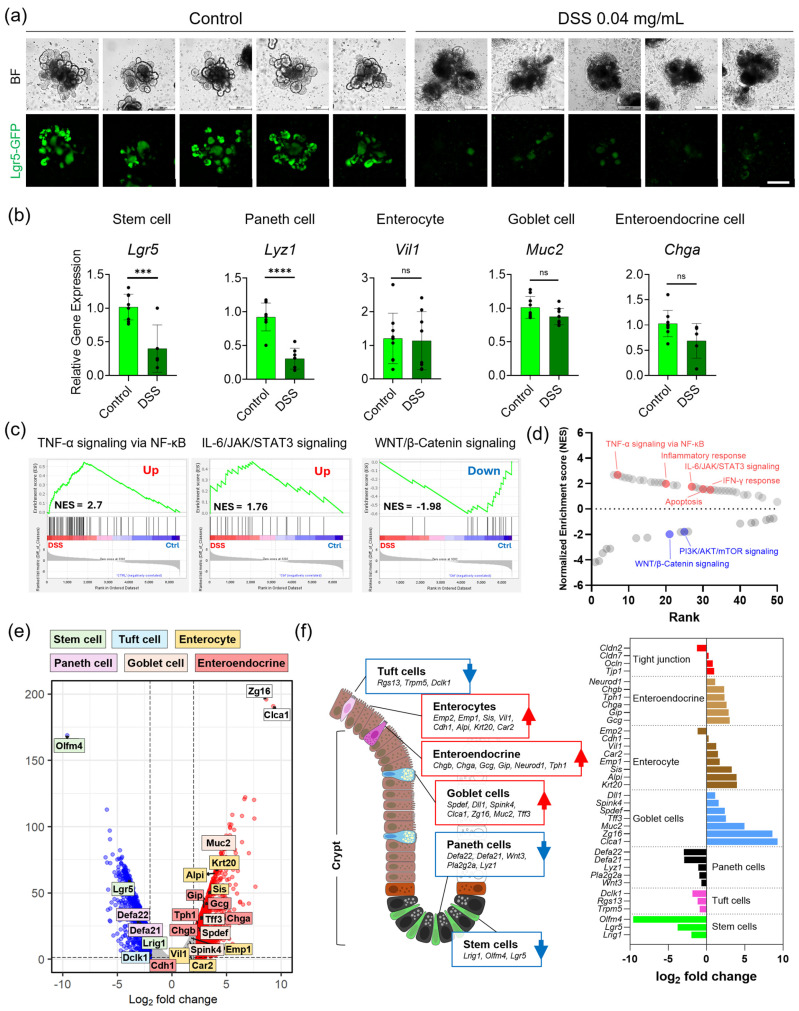
Gene expression by RT-PCR and mRNA sequencing for DSS-induced injury model of mIOs. (**a**) Fluorescence microscopy images of EGFP from Lgr5+ stem cells in control and DSS-treated mIOs. Scale bar, 200 μm. (**b**) Gene expression of intestinal markers *Lgr5*, *Lyz*, *Vil1*, *Muc2*, and *Chga*. Data represent the mean ± SD. **** *p* < 0.0001, *** *p* < 0.001, by unpaired two-tailed *t*-test. (**c**) Gene set enrichment analysis (GSEA) with normalized enrichment scores (NESs) for WNT/β-catenin (downregulation), IL-6/JAK/STAT3 (upregulation), and inflammatory signaling pathways (upregulation). (**d**) NES ranking plot for upregulated and downregulated pathways. (**e**) Volcano plot of downregulated and upregulated genes in DSS-treated mIOs. *Olfm4* was significantly downregulated. (**f**) DSS-induced injury model of mIOs.

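Among the genes with at least 10 counts in at least one library, 1356 had a log2 ratio of 2 or more and 1127 a log2 ratio of -2 or less, the lines drawn in the volcano plot. Counts past these lines are a description of size, since 1 library per condition gives no p-value. Of the genes past either line, 54.6% were higher in the DSS library. With total counts in place of TMM factors, 1087 genes were at 2 or more and 1521 at -2 or less, so that 41.7% of them were higher in the DSS library. The numbers were lowest with a stricter filter, as 917 genes at 2 or more and 899 at -2 or less had at least 10 counts in both libraries. Over all listed genes, 1659 had 3 or fewer counts in at least one library, where a ratio has a wide counting interval.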

**Figure 5:**
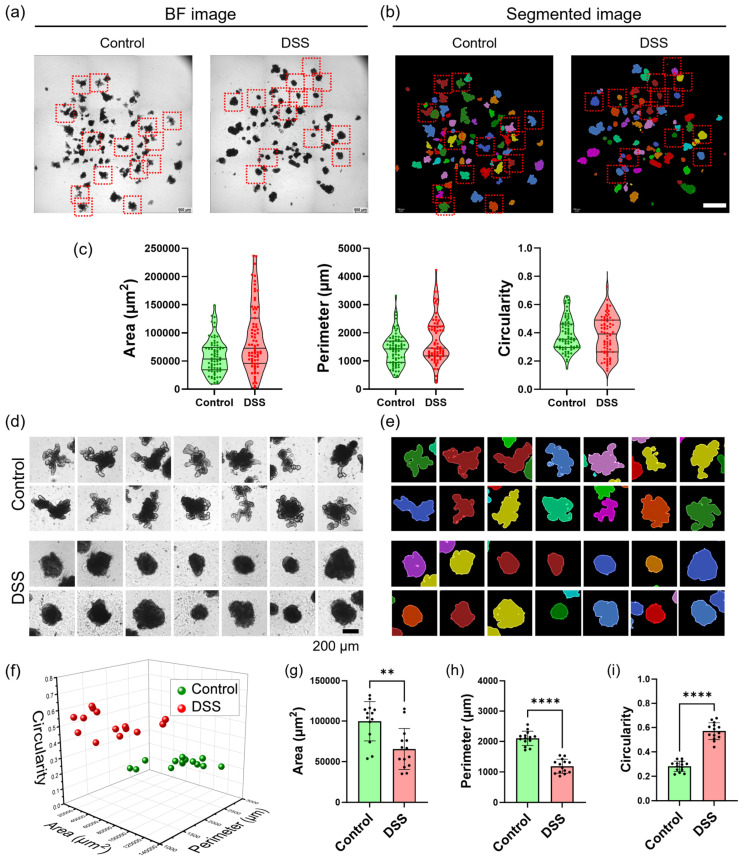
Image segmentation of intact and DSS-treated mIOs. (**a**) Microscopy images of mIOs under intact and DSS-treated conditions. Scale bar, 1 mm. (**b**) Segmented images. (**c**) Violin plots of area, perimeter, and circularity. (**d**) Selected mIOs images for the red dashed boxes in (**a**) under intact and DSS-treated conditions. Scale bar, 200 μm. (**e**) Selected segmented images for the red dashed boxes in (**b**). (**f**) 3D scatter plot of area–circularity–perimeter. (**g**–**i**) Comparison of morphological image metrics: area, perimeter, and circularity. Data represent the mean ± SD. **** *p* < 0.0001, ** *p* < 0.01 by unpaired two-tailed *t*-test.

**Figure 6:**
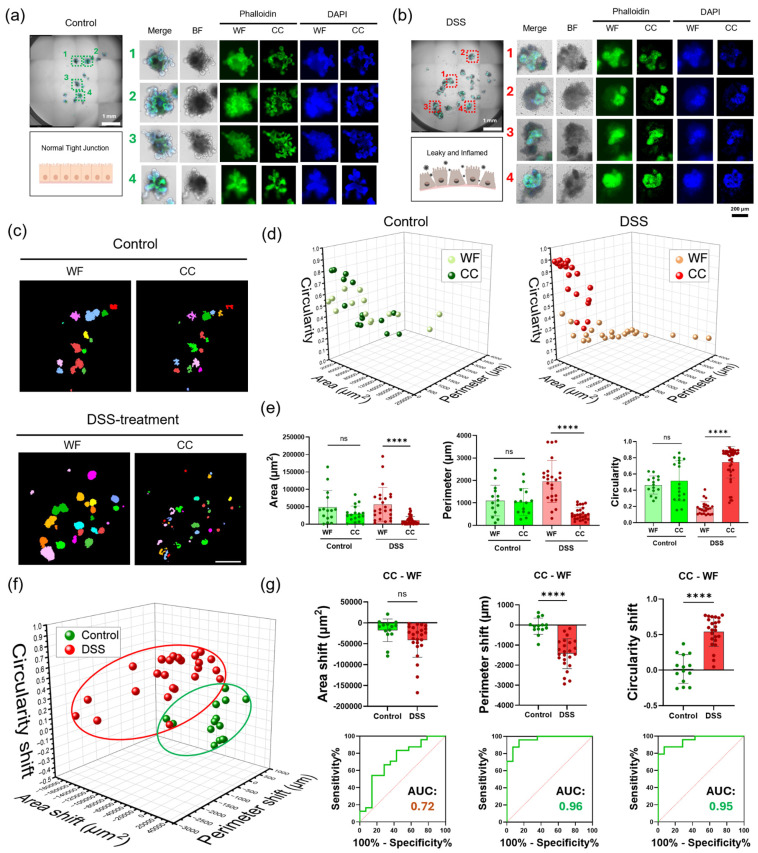
Image tracing analysis of healthy and DSS-treated (inflammatory) mIOs by CC-WF vectors. (**a**,**b**) WF fluorescence images of phalloidin- and DAPI-stained mIOs in healthy and DSS-treated states. (**c**) CC-processed fluorescence images. (**d**) Area–perimeter–circularity scatter plots of segmented objects from WF and CC for healthy and DSS-treated mIOs. (**e**) Area, perimeter, and circularity comparisons between WF and CC for healthy and DSS-treated mIOs. (**f**) CC-WF vector representation in area–perimeter–circularity 3D plot. (**g**) ROC curve analysis comparing healthy versus DSS-treated mIOs using CC-WF vector magnitude. Data represent the mean ± SD. **** *p* < 0.0001 by unpaired two-tailed *t*-test.

## Data Availability

The image data presented in this study are available in the Zenodo repository, https://zenodo.org/records/18627307 (Version v1, accessed on 13 February 2026). Gene expression profiles are available in the NCBI Gene Expression Omnibus under accession number GSE328646, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE328646 (accessed on 26 April 2026).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nano16100629/s1, Figure S1. Comparison of Widefield (WF), Computational clearing (CC) and Confocal fluorescence images. Figure S2. Dextran sulfate sodium (DSS) concentrations and image-based analysis of DSS-induced organoids using segmentation. Figure S3. IC50 analysis and fluorescence imaging of live-dead assays. Figure S4. Fluorescence intensity versus pixel for Lgr5-EGFP mouse intestinal organoids (mIOs). Figure S5. Upregulated gene sets from gene set enrichment analysis (GSEA) of DSS-treated mIOs. Figure S6. Downregulated gene sets from GSEA of DSS-treated mIOs. Figure S7. Wild type and Lgr5-EGFP mIOs exhibit comparable morphological properties. Figure S8. Histological characterization of human intestinal organoids (hIOs) via H&E staining. Figure S9. Normalized distance measurement of CC-WF for ROC curve analysis. Figure S10. Image segmentation workflow by AIVIA. Table S1. Primer list.

## Abbreviations

The following abbreviations are used in this manuscript:

CC	Computational Clearing
WF	Widefield
mIO	Mouse Intestinal Organoid
ENR	Epidermal Growth Factor, Noggin, and R-spondin
DSS	Dextran Sulfate Sodium
BF	Bright-Field
IBD	Inflammatory Bowel Disease
EGFP	Enhanced Green Fluorescent Protein
GSEA	Gene Set Enrichment Analysis
NES	Normalized Enrichment Score
TNF	Tumor Necrosis Factor
NF-κB	Nuclear Factor Kappa-light-chain-enhancer of Activated B Cells
IL	Interleukin
JAK	Janus Kinase
STAT	Signal Transducer and Activator of Transcription
IFN	Interferon
WNT	Wingless and Int-1
PI3K	Phosphoinositide 3-Kinase
AKT	AKT Serine/Threonine Kinase (Protein Kinase B)
mTOR	Mechanistic Target of Rapamycin
Olfm4	Olfactomedin 4
MRI	Magnetic Resonance Imaging
CT	Computed Tomography
DAPI	4′,6-Diamidino-2-Phenylindole
ROC	Receiver Operating Characteristic
AUC	Area Under the Curve
hIO	Human Intestinal Organoid

# Supplementary material for: Image Tracing of Inflammatory Intestinal Organoids via Computational Clearing
**Source:** Nanomaterials (Basel). 2026 May 19;16(10):629. doi: 10.3390/nano16100629
**Supplement:** Supplementary file 1

## Supplementary Information

### Image Tracing of Inflammatory Intestinal Organoids via Computational Clearing

Dong-Gyu Jeon<sup>1,2</sup>, Min-Young Han<sup>3</sup>, Hana Lee<sup>4</sup>, Hanguk Hwang<sup>3</sup>, Ji-Min Lee<sup>2</sup>, Eun Soo Kim<sup>5</sup>, Gang Ho Lee<sup>6</sup>, Yongmin Chang<sup>1,3</sup>, Mi-Young Son<sup>4</sup>, Mae-Ja Park<sup>7</sup>, Sung-Wook Nam<sup>1,2,3</sup> \*

**Supplementary Figure S1.** Comparison of Widefield (WF), Computational clearing (CC) and Confocal fluorescence images

**Supplementary Figure S2.** DSS concentrations and image-based analysis of DSS-Induced organoid using segmentation

**Supplementary Figure S3.** IC<sub>50</sub> analysis and fluorescence imaging of live-dead assays

**Supplementary Figure S4.** Fluorescence intensity versus pixel for Lgr5-EGFP mouse intestinal organoids (mIOs)

**Supplementary Figure S5.** Upregulated gene sets from gene set enrichment analysis (GSEA) of dextran sulfate sodium (DSS)-treated mouse intestinal organoids (mIOs)

**Supplementary Figure S6.** Downregulated gene sets from GSEA of DSS-treated mIOs

**Supplementary Figure S7.** Wild type and Lgr5-EGFP mIOs exhibit comparable morphological properties

**Supplementary Figure S8.** Histological characterization of hIOs via H&E staining

**Supplementary Figure S9.** Normalized distance measurement of CC-WF for ROC curve analysis

**Supplementary Figure S10.** Image segmentation workflow by AIVIA

**Supplementary Table S1.** Primer list

## Comparison of Widefield (WF), Computational clearing (CC) and Confocal fluorescence images

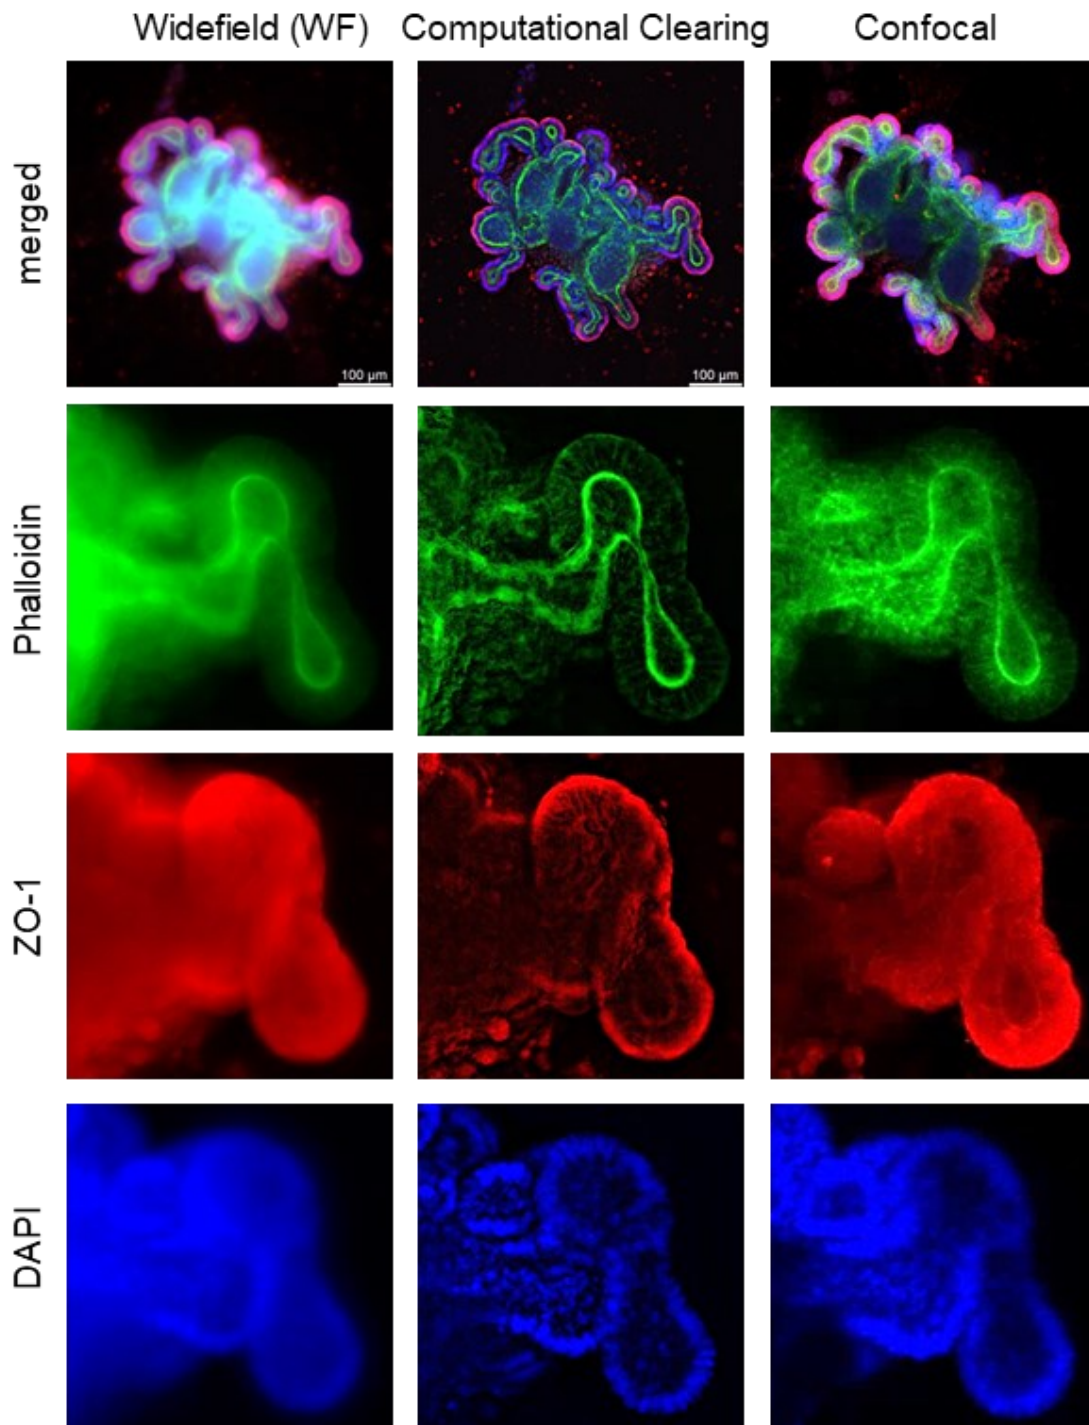

**Supplementary Figure S1.** Widefield (WF) images were processed into Computational Clearing (CC) images using LAS X software. The same organoid was analyzed by confocal microscopy. The CC process effectively removed background noise and improved image sharpness, yielding results comparable to the confocal images.

## DSS concentrations and image-based analysis of DSS-induced organoids using segmentation

(a)

| Dilution ratio of DSS from 10,000 µg/mL | 1/3        | 1/9        | 1/27      | 1/81      |
|-----------------------------------------|------------|------------|-----------|-----------|
| Concentration                           | 3330 µg/mL | 1110 µg/mL | 370 µg/mL | 123 µg/mL |
| 1/243                                   | 1/729      | 1/2187     | 1/6561    | 1/19683   |
| 41.2 µg/mL                              | 13.7 µg/mL | 4.6 µg/mL  | 1.5 µg/mL | 0.5 µg/mL |

(b)

Segmentation Images

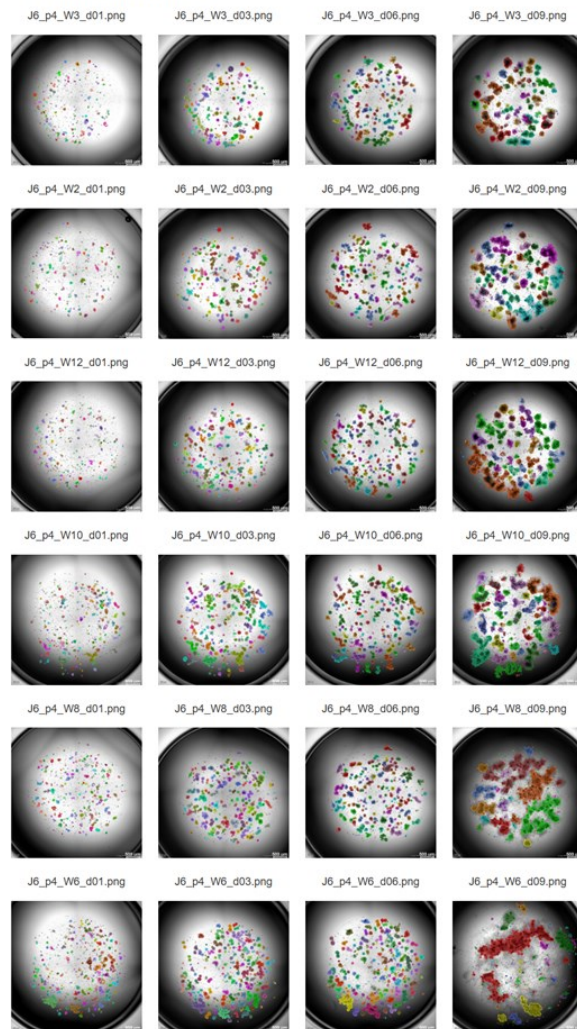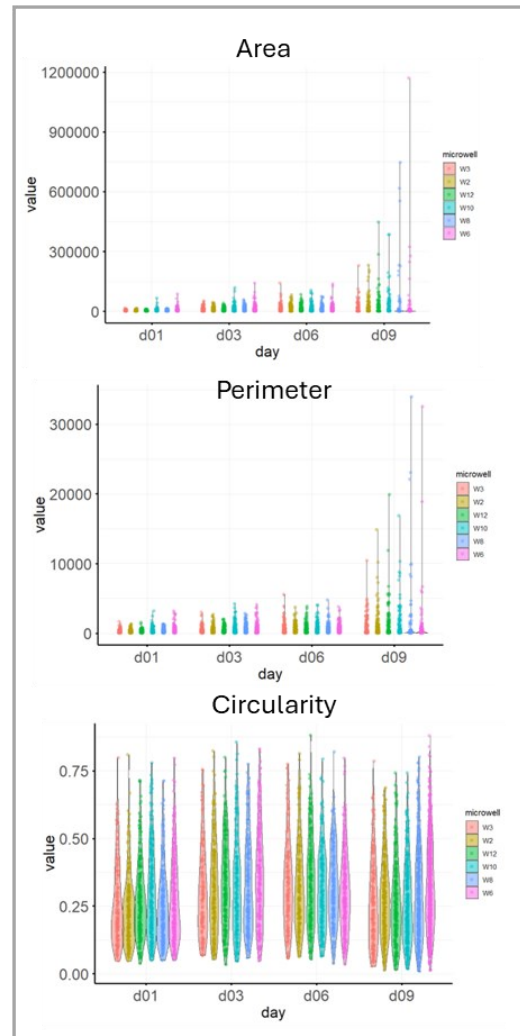

**Supplementary Figure S2.** (a) DSS concentrations were prepared via a 1/3 serial dilution starting from 10,000 µg/mL. (b) Daily images of organoids were segmented using AIVIA software. Morphometric analysis of organoids, including area, perimeter, and circularity plots.

## IC<sub>50</sub> analysis and fluorescence imaging of live-dead assays

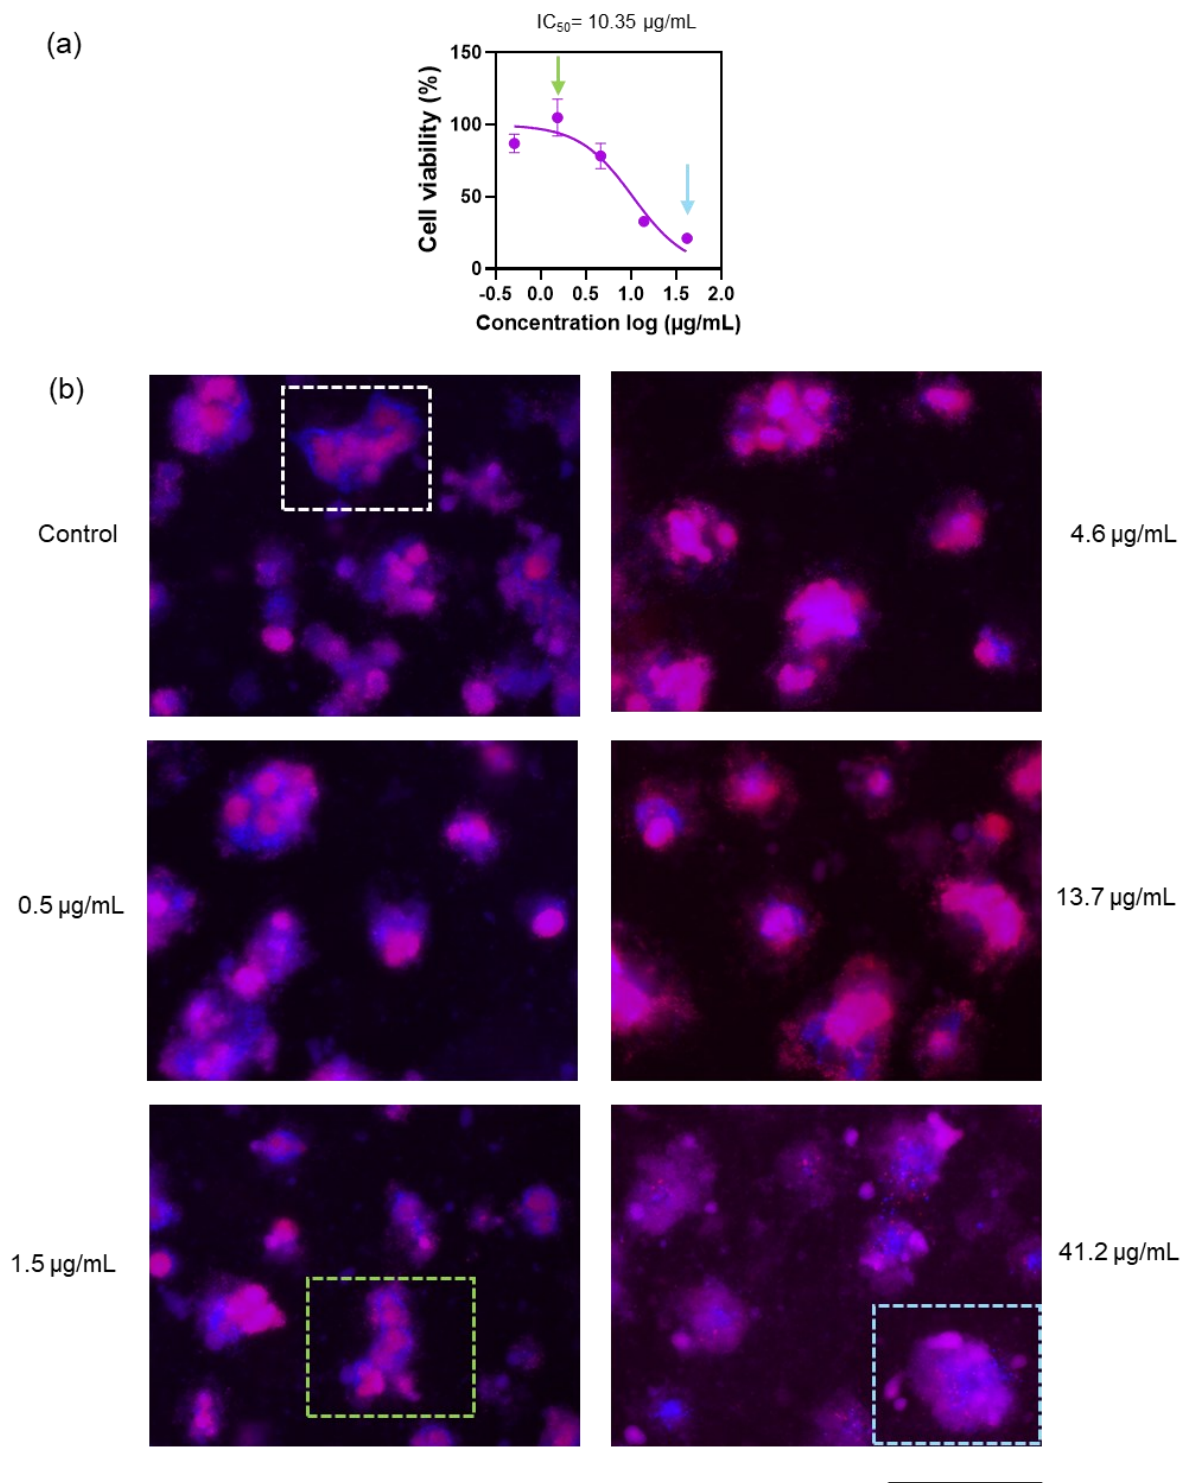

**Supplementary Figure S3.** (a) IC<sub>50</sub> analysis derived from live-dead assay results. Green arrow indicates 1.5 µg/mL and blue arrow indicates 41.2 µg/mL (b) Representative fluorescence images of mIOs in the live-dead assay. The dotted rectangular areas correspond to the magnified images shown in Figure 3d. Scale bar, 500 µm.

## Fluorescence intensity versus pixel for EGFP-Lgr5 mouse intestinal organoids (mIOs)

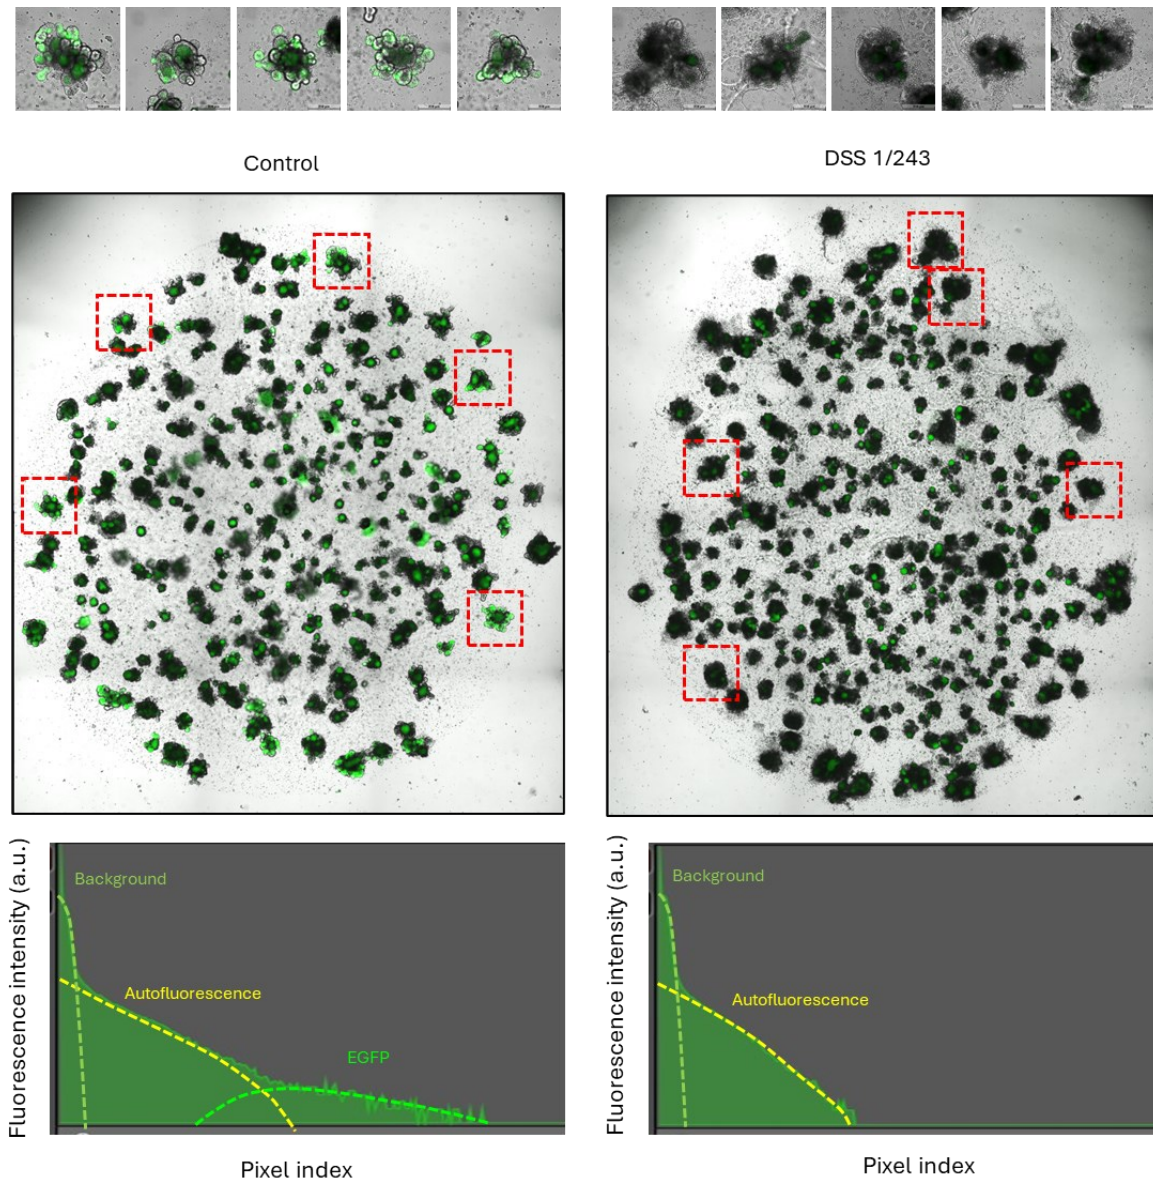

**Supplementary Figure S4.** Pixel intensity distribution of EGFP fluorescence in control and DSS-treated mIOs. Intensity values were extracted from raw 16-bit images using LAS X software. Control mIOs exhibit clear Lgr5-EGFP signals with high-intensity pixels, whereas DSS-treated mIOs lack Lgr5-EGFP signals.

## Upregulated gene sets from gene set enrichment analysis (GSEA) of dextran sulfate sodium (DSS)-treated mouse intestinal organoids (mIOs)

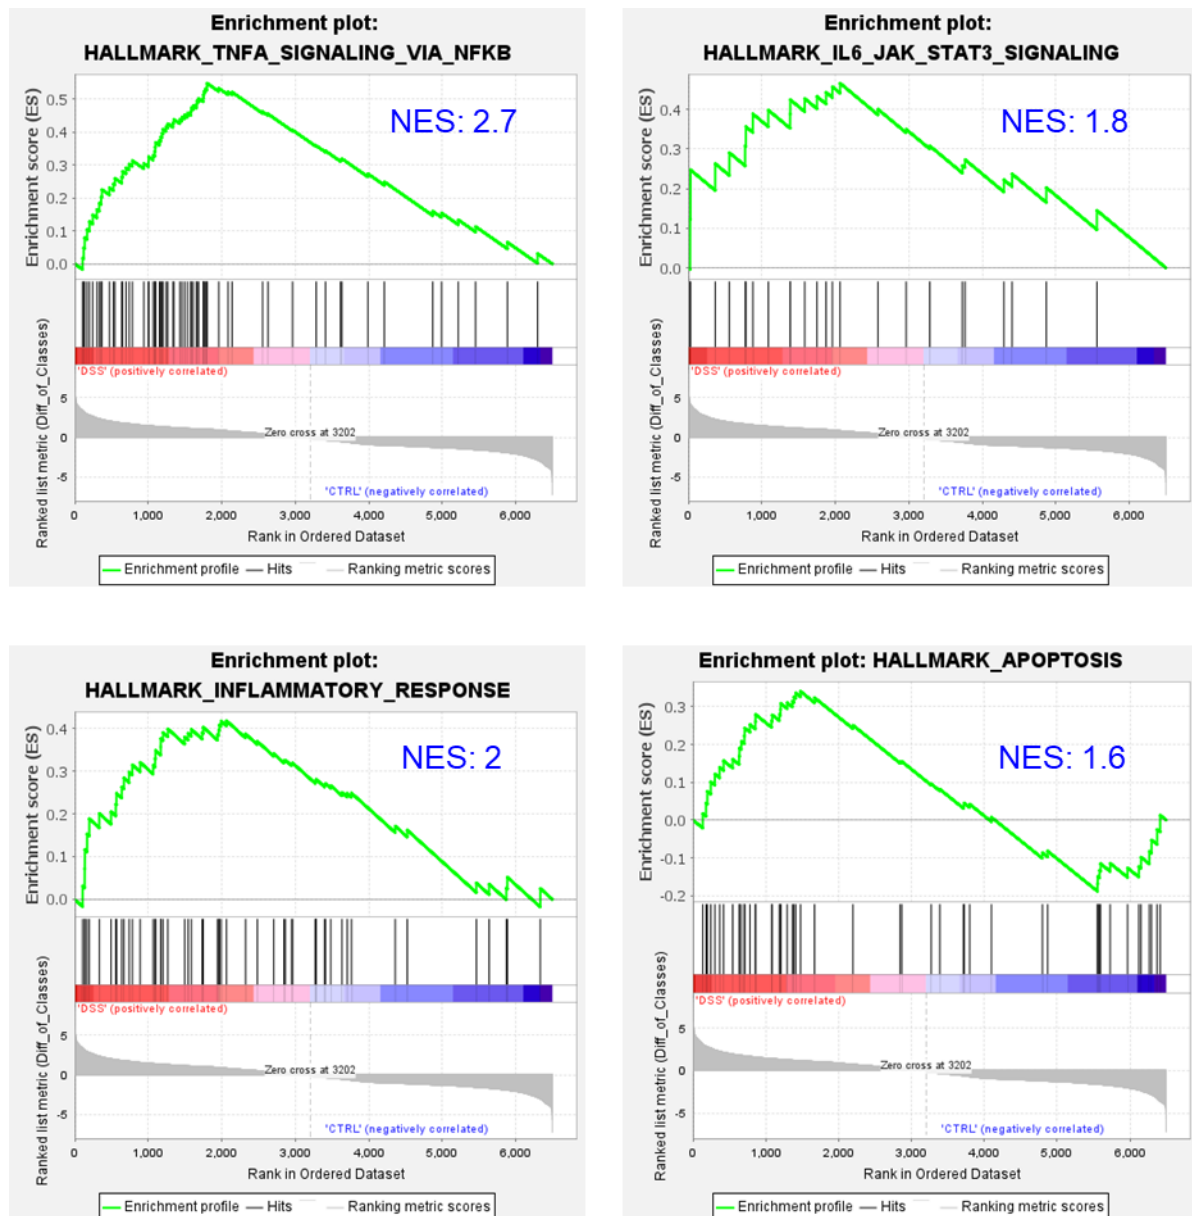

**Supplementary Figure S5.** Upregulated gene sets including TNF- $\alpha$  signaling via NF- $\kappa$ B, IL6-JAK-STAT3 signaling, inflammatory response, and apoptosis.

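Gene set enrichment analysis ranks all genes by their difference between 2 conditions and asks whether the members of a set gather at one end of the ranking. In the hand-written lists, the members with the largest changes in either direction and at least 50 counts in at least one library were the following, while each list's median rests on all its genes. Among the NF-κB targets these were Ccl20 at a log2 ratio of 3.78, Dusp1 at 3.27 and Atf3 at 2.68. Of all 39 NF-κB targets, 26 were above 0 and 13 below, with Nfkbia at -0.06 and Sod2 at -0.27 among the latter. Ccl20 rose from 75 to 789 counts, with an interval from 3.44 to 4.15, and is also in the inflammatory response list. In that list, Duox2 was at 3.63 and Il18 at 3.33. The IL-6/JAK/STAT3 list was led by Reg1 at 4.29, Il1r1 at 2.87 and Fas at 2.68, and Il1r1 rested on 10 counts in the control library. The IFN-γ response was led by Mx1 at 5.87, Irf7 at 3.25 and Rsad2 at 2.94, of which Mx1 had 10 counts in the control library. Among the apoptosis genes, Fas rose, while Bik, at -1.91, and Bcl2, at -1.63, fell.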

## Downregulated gene sets from GSEA of DSS-treated mIOs

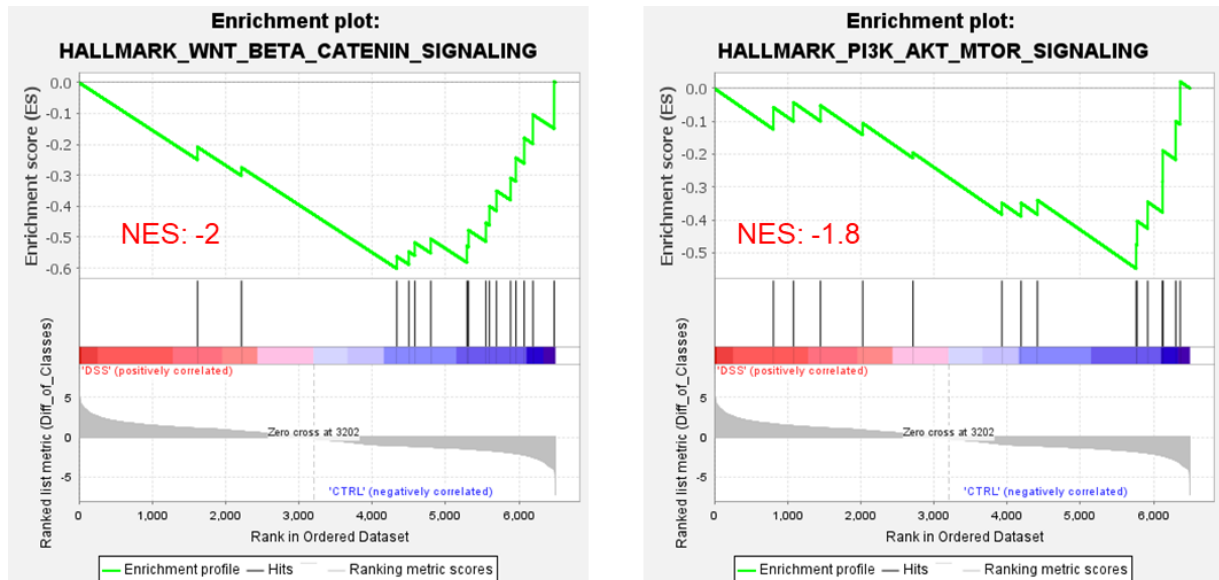

**Supplementary Figure S6.** Downregulated gene sets including WNT/ $\beta$ -catenin signaling and PI3K-AKT-mTOR signaling.

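A set is called downregulated in such an analysis when its members gather at the control end of the ranking. Among the WNT targets, 10 of 28 genes had a log2 ratio of -2 or less. Lef1 fell from 205 to 13 counts, a log2 ratio of -3.59 with an interval from -4.52 to -2.78. Of the PI3K/AKT/mTOR components, no gene was past a log2 ratio of 2 or -2. The largest changes in that list were those of Irs1 at 1.62, Rps6 at -1.50 and Eif4ebp1 at -0.99. The list holds components of the pathway, and the activity of the pathway, which depends on phosphorylation, was not measured by these counts.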

## Wild type and Lgr5-EGFP mIOs exhibit comparable morphological properties

(a)

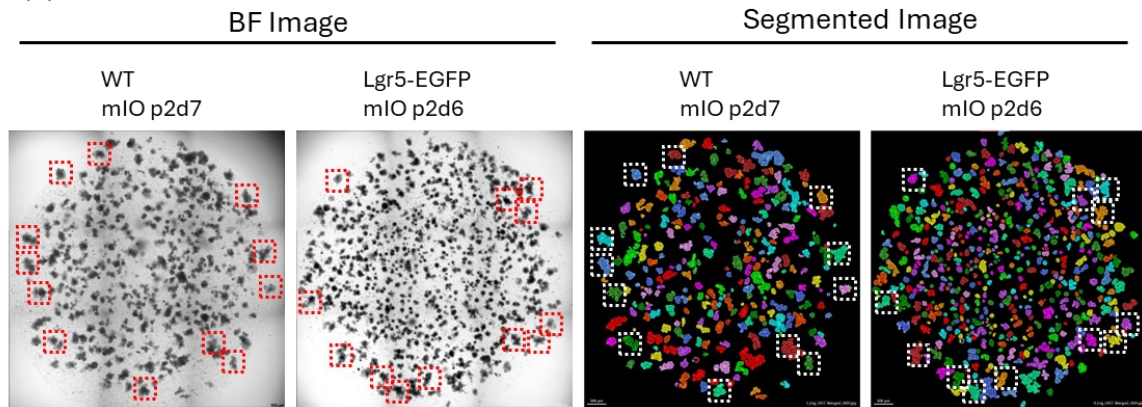

(b) WT mIO 12# selected

Lgr5 mIO 12# selected

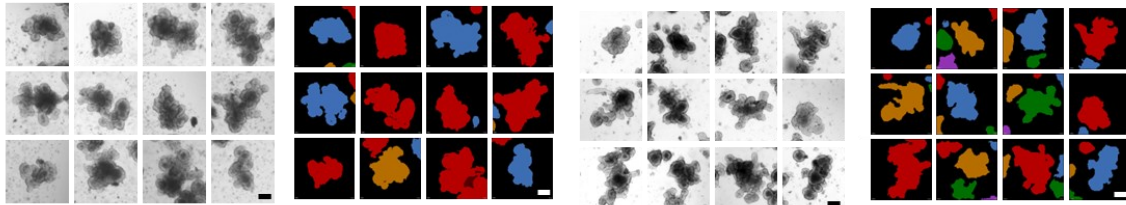

(c)

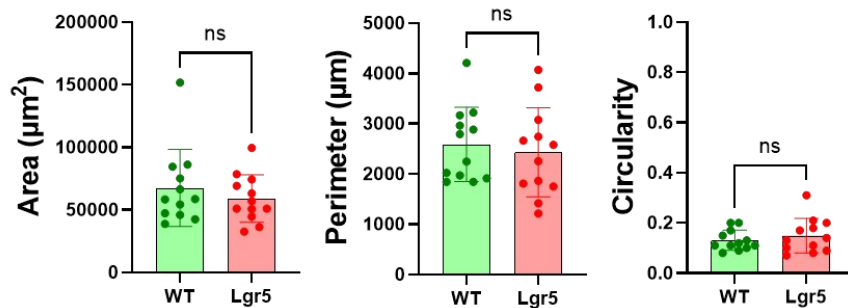

(d)

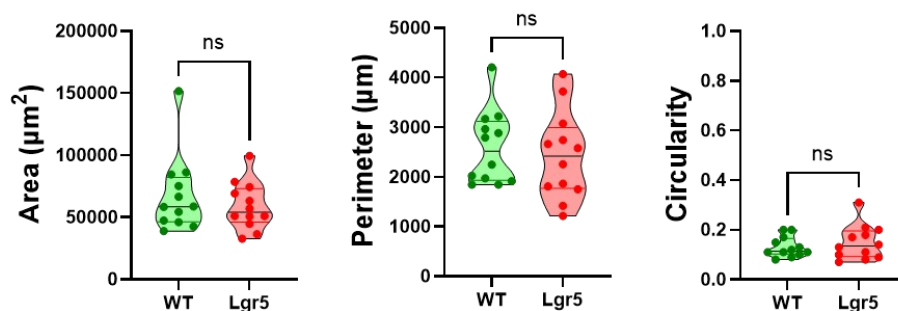

**Supplementary Figure S7.** (a) Bright-field (BF) images of WT mIOs and Lgr5-EGFP mIOs were segmented using AIVIA. (b) Twelve mIOs from each group were manually annotated. (c, d) Quantitative analysis of the segmented images, including area, perimeter, and circularity, revealed no significant differences between WT mIOs and Lgr5-EGFP mIOs.

## Histological characterization of human intestinal organoids (hIOs) via H&E staining

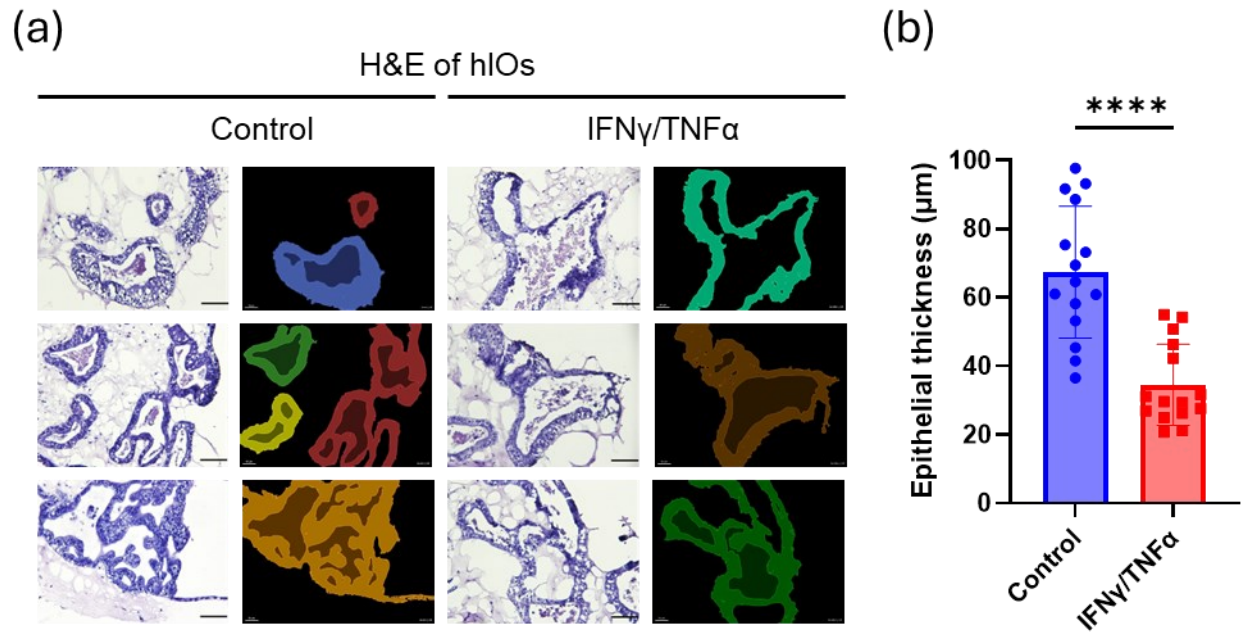

**Supplementary Figure S8.** To compare control and inflammatory conditions in hIOs, IFN- $\gamma$  and TNF- $\alpha$  were used to induce inflammation. (a) H&E-stained images were segmented using AIVIA software. (b) The epithelial thickness was measured to be 67.4  $\mu\text{m}$  in the control group and 34.5  $\mu\text{m}$  in the inflammatory group.

## Normalized distance measurement of CC-WF for ROC curve analysis

Normalized distance =  
|((normalized area shift, normalized perimeter shift, normalized circularity shift))|

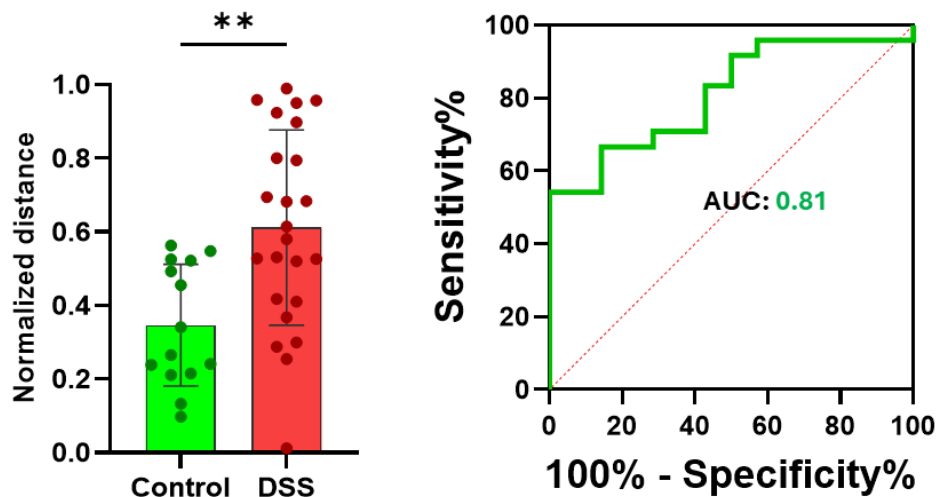

**Supplementary Figure S9.** For the shifted distance of CC-WF, a normalized distance calculation method was applied. The normalized distance was 0.35 in the control group and 0.61 in the injured group. ROC curve analysis yielded an AUC of 81% (95% CI: 67.33%-94.57%)

## Image segmentation workflow by AIVIA

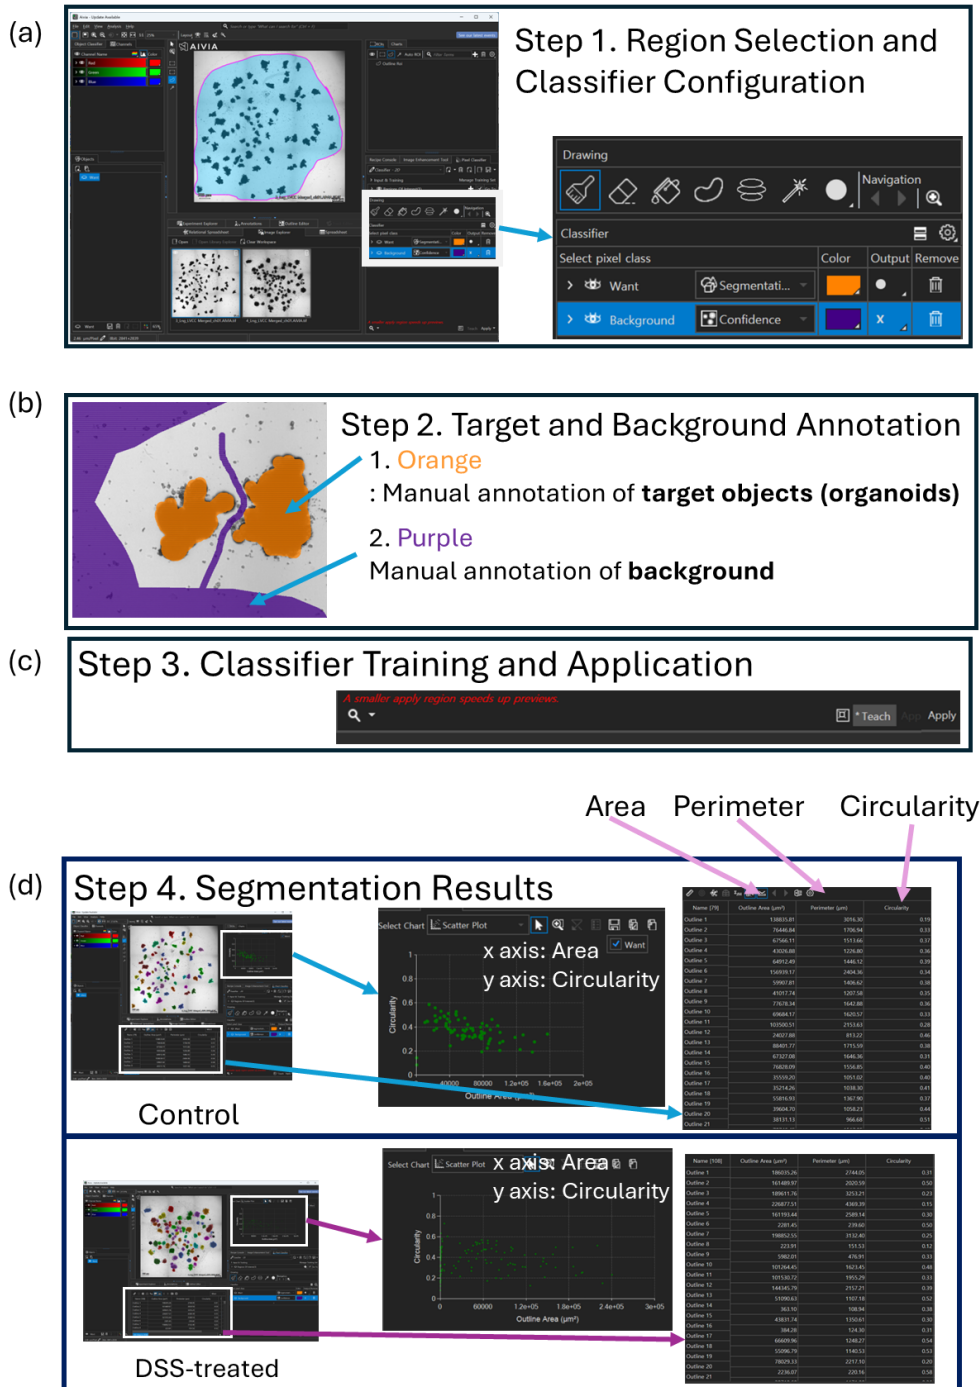

**Supplementary Figure S10.** AIVIA workflow (a) Selection of the region of interest (ROI) and switching of the classifier mode from confidence to segmentation for the target class. (b) Manual annotation of representative target objects and background regions, performed separately on selected areas. (c) Training of the classifier in AIVIA using the annotations in (b), followed by application of the trained model to the entire image. (d) Visualization of the full segmentation results, together with quantitative outputs including scatter plots and spreadsheets containing morphological measurements (area, perimeter, and circularity).

## Primer list

| Primer              |     | Sequence                |
|---------------------|-----|-------------------------|
| <b><i>Lgr5</i></b>  | Fw  | ACATTCCCAAGGGAGCGTTC    |
|                     | Rev | ATGTGGTTGGCATCTAGGCG    |
| <b><i>Lyz</i></b>   | Fw  | GAGACCGAAGCACCGACTATG   |
|                     | Rev | CGGTTTTGACATTGTGTTTCGC  |
| <b><i>Vil1</i></b>  | Fw  | TCAAAGGCTCTCTCAACATCAC  |
|                     | Rev | AGCAGTCACCATCGAAGAAGC   |
| <b><i>Muc2</i></b>  | Fw  | ATGCCCACCTCCTCAAAGAC    |
|                     | Rev | GTAGTTTCCGTTGGAACAGTGAA |
| <b><i>Chga</i></b>  | Fw  | CCAAGGTGATGAAGTGCGTC    |
|                     | Rev | GGTGTCGCAGGATAGAGAGGA   |
| <b><i>Gapdh</i></b> | Fw  | TGGCCTTCCGTGTTCTCTAC    |
|                     | Rev | GAGTTGCTGTTGAAGTCGCA    |

**Supplementary Table S1.** Primer sequences of *Lgr5*, *Lyz*, *Vil1*, *Muc2*, *Chga*, and *Gapdh*

How the deposited data were processed for this re-analysis (not part of the article)

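Gene expression was measured by mRNA-seq in 1 control and 1 DSS-treated culture of mouse intestinal organoids. The authors deposited raw read counts per gene, without normalization. The files given for the single samples are named as FPKM but hold the same raw counts as the table of both samples for all 19294 genes, so FPKM values were not used here and the analyses planned on deposited FPKM values were not run. The paper's text does not state the aligner, the counting program, the genome build or how the fold changes and p-values of the volcano plot were computed. Genes are listed by NCBI gene identifier and symbol. Every listed gene has at least 1 count in both libraries, so genes without counts in one of the libraries are missing from all results.

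The libraries held 65493032 counts (control) and 59746968 counts (DSS). Counts were scaled with TMM factors in edgeR 4.0.16 under R 4.3.3. The log2 ratio of scaled counts is reported with an exact Clopper-Pearson 95% interval, which covers counting error only. A count of 0 would have been set to a floor of 3 counts, and none occurred. With 1 library per condition, no test was made and no p-value, SD or SE is given. The volcano plot's line of 2 on the log2 scale was used to count genes, among those with at least 10 counts in at least one library.

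Gene lists were compared with 10000 random lists matched on mean expression in 20 bins. There were 8 pathway lists and 6 cell type lists without the markers of Fig. 4f. A further 5 lists covered programs the paper's text does not name (cell cycle, Notch targets, fetal-like and regenerative genes, unfolded protein response, cholesterol synthesis). The last 2 were lists of other cells (mesenchymal and immune). All 21 lists were written by hand before the data were examined and are not the Hallmark sets, so the paper's enrichment scores were not recomputed. The named genes are those the paper names, the 10 highest and 10 lowest log2 ratios among genes with at least 100 counts in at least one library, the 3 members of each list with the largest absolute log2 ratio among those with at least 50 counts in at least one library, and genes that show the sex of the animal. Not every gene under this rule is reported here. Gapdh, Hes1, Hey1, Col1a1 and the liver genes were chosen after the data were seen.

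The computation of ratios, intervals and percentiles was tested on simulated counts drawn from the means and totals of these libraries. For the comparison of DSS against control over 19294 genes, 100% of 200 genes changed by a log2 ratio of 3 or -3 were past the line of 2, as were 36 unchanged genes, and the interval held 0 for 95.4% of the unchanged genes. Of 40 unchanged lists, 1 was called, and 10 of 10 shifted lists were. The simulation has counting noise only and no variation between cultures.

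Alternatives were DESeq2 1.42.0 size factors, total counts, upper quartile factors, a prior count of 2, thinning of the deeper library, other count minimums, the mean of a list and matching on the control library. Centering on the median of all genes and the removal of trends with transcript length or GC content, taken from GENCODE vM21 transcripts by symbol and fitted with a span of 0.3 in statsmodels 0.14.6, and the Paneth cell list without defensin genes were added after the data were seen. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots used matplotlib 3.10.9. Primer sequences were aligned to GENCODE vM21 transcripts (GRCm38) with edlib 1.3.9.post1, and no coordinates were taken from the authors' files.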

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

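The tests on transcript length, GC content and depth for single lists, and those on the loss of cycling cells, mesenchymal cells, liver RNA, shared reads and the Paneth cell list without defensin genes, were chosen after the results were seen. No biological explanation can be separated from the culture, since each condition is 1 library.

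The paper's text reports proliferation pathways as downregulated, among them WNT/β-catenin and PI3K/AKT/mTOR signaling, without naming the cell cycle. The cell cycle list had the lowest median of the 21 lists, -3.90 over 36 genes. All 36 genes were below 0 and 34 were at -2 or less. Mcm5 at -4.70, Aurkb at -4.65 and Foxm1 at -4.61 fell furthest. The median was -3.79 after the trend with transcript length was removed, -3.91 after the trend with GC content was removed and -3.90 with the deeper library thinned, so these trends do not account for it. A few abundant genes taking more of the counts would lower all other genes by one factor, whereas the cell cycle list lay -3.84 from the median of all genes. A candidate explanation, with its prediction set before the list values were seen, is that the surviving cells had left the cycle and differentiated. It needs the enterocyte and goblet cell lists to rise, and they did, at 2.88 and 2.36. The Paneth cell list did not rise, at -2.19 with its defensin genes and -0.88 without them. Nor did the tuft cell list, at -0.72, or -0.18 over genes with at least 10 counts in both libraries, so differentiation into all mature types is not shown. A selective loss of cycling cells alone would raise the genes of the remaining types alike, Paneth cells included. The median of the enterocyte list lay 3.76 above that of the Paneth cell genes other than defensins. The defensin genes together were at -2.98, with the counting of their shared reads not stated. These values argue against a loss of cycling cells alone as the whole cause. A loss of Paneth cells as well, or a change within the enterocytes, stays open.

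The list of fetal-like and regenerative genes had a median of 0.75 over 19 genes, at the percentile 99.9 of matched random lists. Il33 at 4.22 and Msln at 4.00 rose, and Gja1 at -4.70 fell, with 2 counts of Gja1 in the DSS library. The median was 0.83 without the length trend, 0.76 without the GC trend and 0.75 with thinning, and the list stayed above the random lists in each. Cells of the mature lineages may also express some of these genes, which was not tested.

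The list of cholesterol synthesis genes had a median of 0.66 over 25 genes, at the percentile 98.5, and 22 genes were above 0. Insig1 rose by 1.78 and Sc5d by 1.23. Removing the trend with length gave a median of 0.65, removing the trend with GC content 0.67 and thinning 0.65, with the list still above the random lists. It was inside their range when the mean replaced the median, at the percentile 90.4, so the result rests on the choice of the median.

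The mesenchymal cell list had a median of 1.81 over 8 genes, at the percentile 99.4, and 7 of its 16 genes are not in the table. Vim rose from 374 to 1857 counts, a log2 ratio of 2.70, to 34.0 CPM. If mesenchymal cells were the source, their collagen and matrix genes would be near that level, but the other 8 listed genes together reached 2.85 CPM in the DSS library, and Col1a1 had 29 counts in the control and 24 in the DSS library. The tables therefore argue against mesenchymal cells as the source of Vim, and which cells express it was not tested.

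Of the 10 highest ratios, 8 belong to genes the paper does not name. These were Psg25 at 7.75, Mup-ps19 at 7.58, Mup20 at 7.54, Olfr165 at 7.14, Fhl1 at 7.07, Fer1l6 at 6.72, Prl2c3 at 6.64 and Cyp2a12 at 6.59. Psg25 and Olfr165 had 2 counts each in the control library and Cyp2a12 had 3, so their ratios have wide intervals, from 5.89 to 10.80 for Psg25. Liver RNA in the DSS library would bring the abundant liver transcripts with Mup20, which was at 54.7 CPM. Of 15 liver genes, 9 were in the table, 6 above and 3 below 0, with a median log2 ratio of 1.20 and none at 2 or more. Alb was at 2.01 CPM in the DSS library. Ttr was at 46.0 CPM there, below the 77.3 CPM of the control library. The tables therefore argue against liver RNA. Reads shared between near-identical genes stay open for the Mup and Prl2c genes, since the authors' counting is not stated. The other listed Mup gene with at least 10 counts in at least one library, at 3.39, also rose, and so did both other listed Prl2c genes, with a median of 5.23. These explanations cannot be told apart from a rise of one member, because reads of copies cannot be separated in a table of counts.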

How the results depend on the processing

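The log2 ratio of Olfm4 stayed between -9.85 and -9.41 under the alternatives, within its counting interval. The numbers of genes at 2 or more and at -2 or less stayed within 1.5 times the values at the claim under every alternative that was run, from 917 to 1472 at 2 or more and from 899 to 1521 at -2 or less. The share of these genes that was higher in the DSS library moved by more than 10 percentage points only with total counts, from 54.6% to 41.7%. The alternatives with deposited FPKM and a pseudocount were not run, because those files hold counts.

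With upper quartile factors, and with centering on the median of all genes, which was added after the data were seen, 23 of the 36 markers were above 0. The markers that changed sign were Cdh1 and Cldn7. Cdh1 turned from -0.035 to 0.056 with upper quartile factors and to 0.023 with centering. Under the other alternatives, 21 markers stayed above 0.

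Among the list percentiles, 184 comparisons with an alternative kept their call and 6 lost it. The apoptosis list was at the percentile 94.4 with the mean in place of the median, and the cholesterol synthesis list at 90.4. The mesenchymal cell list was at 92.8 with at least 50 counts in one library, at 67.1 with at least 10 counts in both libraries and at 70.9 when matched on the control library. In the first 2 of these, the list lost genes with few counts, and the cause of the third was not tested; nor was that of the apoptosis and cholesterol results. The Paneth cell list was at the percentile 4.75 without its defensin genes, a setting added after the data were seen that leaves 7 of 15 genes. The percentiles of the immune cell list and the Notch targets rest on few genes, 4 of 18 and 6 of 10. Depth limits the ratios of genes with few counts, such as Rgs13.

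For the log2 ratios of the named genes, Olfm4 included, 542 comparisons stayed within the counting interval and 124 moved outside it. Of the latter, 4 changed sign, those of Cdh1 and Cldn7 under the settings named above, and the interval of Cldn7 with TMM factors included 0. Deeply counted genes have narrow intervals, so that a change of scaling of the size given at the data description exceeds them. No paired analysis was possible because there is 1 library per condition.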

Differences from the paper's values

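The bars of Fig. 4f were compared with the log2 ratios here. Of 36 markers, 34 were within the reading error of 0.1. For Cldn7, the paper's bar is about 0.3 in Fig. 4f, read by eye, and the log2 ratio here was -0.022. For Cdh1, the paper's bar is about 0.3 in Fig. 4f, read by eye, and the log2 ratio here was -0.035. None of the alternatives set before the data were examined closed either gap. The nearest was upper quartile factors, with 0.069 for Cldn7 and 0.056 for Cdh1. Centering on the median of all genes, chosen after the data were seen, gave 0.036 for Cldn7 and 0.023 for Cdh1 and did not close it.

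The paper states that the p53 pathway was upregulated. The hand-written p53 list, which is not the Hallmark set, had a median of -0.40, with 20 of 30 genes below 0, and its percentile ranged from 2.56 to 24.1 under the alternatives. Fas at 2.68 and Plk3 at 2.37 rose, and Pidd1 at -2.27 fell. The paper states that PI3K/AKT/mTOR signaling was downregulated. The list of its components had a median of 0.14, at percentiles from 58.7 to 93.9 under the alternatives.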

Other observations

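The tests on depth, sex and the Notch targets, and the percentile of the immune cell list, were set before the list values were seen. The removal of the trends with transcript length and GC content, the comparison of the levels of the immune cell genes and the separation of the defensin genes were added after the data were seen.

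For the RT-PCR of Fig. 4b, the paper reports lower Lgr5 and Lyz and similar levels of Vil1, Muc2 and Chga, in samples that are not analysed here. In the mRNA-seq libraries, Vil1 had a log2 ratio of 1.25 and Chga of 2.60, and Muc2 rose from 1848 to 44422 counts. Gapdh, listed among the primers in Supplementary Table S1, had a log2 ratio of 0.97, with 154665 and 232064 counts, and was chosen after its value was seen. The difference between the assays was not tested.

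The number of genes at least 4-fold apart, 2483, was compared with technical explanations. With the deeper library thinned it was 2487. Among the 15741 genes with a transcript length and GC content, 91.3% of those with enough counts, it was 2176 before and 2149 after the trend with length was removed and 2200 after the trend with GC content was removed. Cultures from animals of different sex would have Xist high in one library only. Xist had 52803 counts in the control and 52562 in the DSS library, a log2 ratio of 0.38, so a difference in sex is argued against. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y are not in the table. A difference between the cultures other than DSS cannot be excluded with 1 library each.

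Loss of Notch activity is a candidate explanation for the rise of goblet cell genes and the fall of Olfm4. The 6 Notch targets had a median of -1.0, at the percentile 4.45 of random lists, and Lfng at -3.17 fell furthest. Hes1, at 0.30 with an interval from 0.23 to 0.37, and Hey1, at 0.93 with an interval that included 0, did not fall, and both were named after their values were seen. The Paneth cell list, which would rise with the other secretory lists if loss of Notch activity acted alone, had a median of -2.19. Its defensin genes can share reads, and how such reads were counted is not stated. The 18 listed defensin genes together were at -2.98, and the 7 other genes of the list had a median of -0.88. Neither part rose, so loss of Notch activity alone does not account for the whole pattern. The WNT targets fell in the same library, with a median of -1.63, and the 2 changes cannot be separated here. Loss of Notch activity in part of the cells, or together with reduced WNT activity, stays open.

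Immune cells in the culture are a possible explanation for the higher inflammatory response list. The immune cell list was at the percentile 91.0, with 4 genes past the count minimum and 11 of 18 not in the table. Itgam rose by 1.14 and Cd68 by 0.73, and Lyz2 was at -0.56. The 7 listed immune genes together reached 24.9 CPM in the DSS library, while 11 of the 35 inflammatory response genes each rose by more than that. The levels argue against immune cells as the source of the whole rise, and a small number of immune cells stays open. Cells of the mature epithelium may also express some of these genes, and the enterocyte list had a median of 2.88. A change in epithelial cell types as the source of the rise was not tested.

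The list of the unfolded protein response had a median of -0.02 over 23 genes, at the percentile 32.6, with Dnajb9 at 1.75 and Ddit3 at 1.44 up and Pdia4 at -1.48 down.

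Among the 10 lowest ratios, 9 belong to genes the paper does not name. These were Gvin1 at -6.09, 9130208D14Rik at -5.95, Gm4070 at -5.94, Dnah8 at -5.91, Slc1a3 at -5.85, Defa29 at -5.75, Gm14276 at -5.71, Gm8979 at -5.70 and Ifitm3 at -5.68. Defa29 and Gm14276 had 3 counts each in the DSS library, Dnah8 had 4 and Ifitm3 had 5. Neurog3, in the enteroendocrine list whose median rose, was at -3.14.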
